# *atm* Mutation and Oxidative Stress Enhance the Pre-Cancerous Effects of UHRF1 Overexpression in Zebrafish Livers

**DOI:** 10.3390/cancers15082302

**Published:** 2023-04-14

**Authors:** Yousra Ajouaou, Elena Magnani, Bhavani Madakashira, Eleanor Jenkins, Kirsten C. Sadler

**Keywords:** UHRF1, liver, ataxia-telangiectasia mutated, *atm*, Tp53, zebrafish, oxidative stress

## Abstract

**Simple Summary:**

Mutation of the ataxia-telangiectasia mutated (*atm*) gene in humans and mice renders them susceptible to tumors due to both its role as a DNA damage sensor acting in pre-malignant cells to activate Tp53 and to its role in sensing and reducing oxidative stress. The oncogene UHRF1 is overexpressed in many cancers and we previously reported that UHRF1 overexpression in zebrafish hepatocytes activates a tumor suppressive pathway dependent on Tp53, resulting in senescence and a small liver which later is bypassed resulting in liver cancer. We tested the hypothesis that Atm was involved in the precancerous small liver phenotype caused by UHRF1 overexpression by generating *atm* zebrafish mutants. We show that *atm* mutation and high ROS levels enhanced, whereas antioxidant treatment suppressed, the small liver phenotype in UHRF1 overexpressing larvae. This suggests that the pre-cancerous small liver phenotype caused by UHRF1 overexpression is due to oxidative stress, which is mitigated by Atm.

**Abstract:**

The ataxia-telangiectasia mutated (*atm*) gene is activated in response to genotoxic stress and leads to activation of the *tp53* tumor suppressor gene which induces either senescence or apoptosis as tumor suppressive mechanisms. Atm also serves non-canonical functions in the response to oxidative stress and chromatin reorganization. We previously reported that overexpression of the epigenetic regulator and oncogene Ubiquitin Like with PHD and Ring Finger Domains 1 (UHRF1) in zebrafish hepatocytes resulted in *tp53*-dependent hepatocyte senescence, a small liver and larval lethality. We investigated the role of *atm* on UHRF1-mediated phenotypes by generating zebrafish *atm* mutants. *atm*^−/−^ adults were viable but had reduction in fertility. Embryos developed normally but were protected from lethality caused by etoposide or H_2_O_2_ exposure and failed to fully upregulate Tp53 targets or oxidative stress response genes in response to these treatments. In contrast to the finding that Tp53 prevents the small liver phenotype caused by UHRF1 overexpression, *atm* mutation and exposure to H_2_O_2_ further reduced the liver size in UHRF1 overexpressing larvae whereas treatment with the antioxidant N-acetyl cysteine suppressed this phenotype. We conclude that UHRF1 overexpression in hepatocytes causes oxidative stress, and that loss of *atm* further enhances this, triggering elimination of these precancerous cells, leading to a small liver.

## 1. Introduction

Senescence is a major tumor suppression mechanism that restricts proliferation of irreparably damaged or exhausted cells. A wide range of cancer-causing stimuli trigger senescence, including replicative exhaustion, DNA damage, oxidative stress, replicative stress, oncogene overexpression, NOTCH signaling and genome-wide repatterning of the epigenome [1,2]. Several tumor suppressors are implicated in senescence induction, with *tp53*-mediated cell cycle withdrawal as a hallmark of senescence in response to many, but not all cancer-causing signals [3,4,5,6]. Whether all oncogenic stimuli ultimately converge on Tp53 or whether other tumor suppressors act in parallel pathways to induce senescence or apoptosis as a mechanism of tumor suppression has not been fully elucidated.

DNA damage is assumed to be the most likely culprit of Tp53 activation in response to senescence-inducing stimuli [7,8,9]. Double and single strand breaks can activate the canonical DNA-damage sensors ataxia-telangiectasia mutated (ATM) and ataxia telangiectasia and Rad3-related (ATR), respectively. *ATM* encodes a large protein that has a kinase domain which is required for activation of the canonical DNA Damage Repair (DDR) pathway. ATM accumulates on sites of double-stranded breaks where it becomes activated and then phosphorylates hundreds of targets, including Tp53 [10]. It is well established that cell cycle withdrawal and senescence in response to ATM-mediated DNA damage sensing depends on Tp53 [7,8,9,11,12]. Since damaged cells can escape or bypass senescence by downregulating ATM or Tp53 [7,12], it is important to understand both the mechanisms by which Atm is regulated and to clarify whether Tp53 dependent or independent mechanisms account for its tumor suppressive function in vivo.

In addition to the canonical roles of ATM in the DDR, it also serves important non-canonical, kinase-independent functions, including responding to oxidative stress, regulating mitochondrial function, autophagy and apoptosis [13,14]. Homozygous *ATM* mutation underlies a human genetic disorder characterized by immune dysfunction, reproductive, mobility and neurological defects and, importantly, predisposition to cancer. These phenotypes are partially replicated in mouse and zebrafish models with *Atm* deficiency [15,16,17] and the non-cancer related phenotypes in these patients and experimental models have been attributed to functions of ATM that are unrelated to the DDR. This is supported by findings from patients with ATM mutations that affect kinase activity but leave other functions intact, and from experimental studies with ATM kinase inhibitors and kinase-dead mutants which show that these perturbations of ATM function are more potent in carcinogenesis than are null mutations [13]. These suggest that the non-canonical roles of ATM play critical functions in tumor suppression.

Modulating the response to oxidative stress and immune regulation are the best studied non-canonical functions of ATM [13,14,18,19]. ATM serves as a reactive oxygen species (ROS) sensor. ATM patients and mice with ATM mutation have increased levels of reactive oxygen species (ROS) [18,20,21,22] indicating that ATM serves to reduce ROS levels. Activation of ATM function in canonical and non-canonical pathways is dictated by differential post-translational modifications and interactions with diverse binding partners [23]. For instance, double-stranded breaks lead to ATM auto-phosphorylation, acetylation and interaction with its partner, MRN complex, to trigger a signaling pathway leading to TP53 activation. ROS accumulation also induces ATM, but through a different mechanism involving dimerization without phosphorylation. When ATM is activated in response to ROS, it promotes clearance of protein aggregates, reduction in ROS levels and maintenance of mitochondrial function [22,24,25,26,27]. This is relevant to senescent cells where ROS can accumulate. In this scenario, ATM activation could act to protect senescent cells from further oxidative damage by fortifying cellular antioxidants and dampening ROS production [18,22,28,29,30]. Interestingly, while the ROS-mediated ATM functions are Tp53 independent, oxidative stress can also act in a parallel fashion to directly modify Tp53 function [31,32,33]. Under oxidizing conditions, cysteines in the DNA-binding domain of Tp53 become oxidized [31], and since these residues are key to stabilization and function of both wild-type and mutant Tp53 [34], it is proposed that oxidative stress can activate Tp53. Moreover, Tp53 can directly impact redox balance, as loss of Tp53 can cause oxidative stress and Tp53 regulates the expression of antioxidant genes [32]. Therefore, there is a direct relationship between ATM, Tp53, oxidative stress and tumor suppression, and how this relationship functions in senescent cells in vivo has not been fully explored.

Zebrafish are a widely used cancer model and the role of Tp53 and upstream signaling pathways in cancer related phenotypes have been studied widely in this model [35,36,37,38,39]. In one study, *atm* deficiency was shown to sensitize zebrafish embryos to ionizing radiation [40] and another showed that loss-of-function *atm* mutants results in germ cell and motility defects and increases the incidence of cancer in adult zebrafish [17], mimicking phenotypes displayed by mouse mutants [15,41] and some ATM patients. Other insight came from a study showing that radiosensitivity of zebrafish embryos and mammalian cells which have compromised DDR response due to a combination of *tp53* mutation and Chk1 inhibition can be reversed by knocking down Atm [39]. A recent study using zebrafish demonstrated that loss of *atm*, but not *tp53*, protected the developmental defects caused by mutation of the telomere protecting protein Trf2 [42]. These studies indicate that Atm functions in zebrafish, as in mammals, in both Tp53-dependent and independent pathways, however, this has not yet been studied in the context of a zebrafish cancer model.

We previously reported [38] that transgenic overexpression of the human homolog of the ubiquitin-like, containing PHD and RING finger domains 1 (UHRF1) in zebrafish hepatocytes (*Tg (fabp10a:hsa.UHRF1-EGFP^mss1^)*); hereafter referred to as hUHRF1) resulted in senescence as early as 5 days post fertilization (dpf) [38]. This results in a small liver of hUHRF1 transgenics and nearly all larvae with the smallest livers die by 20 dpf, whereas those that do survive have a high incidence of hepatocellular carcinoma (HCC). The small liver phenotype and lethality is suppressed by removing 1 copy of *tp53* [38], indicating an essential role for Tp53 in precancer responses to UHRF1 overexpression. A recent study suggests that this model leads to activation of liver progenitor cells to repopulate the liver [43]. This suggests that hUHRF1 overexpression in hepatocytes activates Tp53 which induces senescence and restricts liver size, but that cancer develops in those cases where cells escape senescence or when the liver is repopulated by hepatocytes generated by liver progenitor cells [43]. In vitro studies provided a mechanistic link between ATM, UHRF1 and its partner, DNA methyltransferase 1 (DNMT1), showing that these proteins interact to regulate DNMT1 stability [44].

Here, we tested the hypothesis that *atm* functions to mediate the response to hUHRF1 overexpression in hepatocytes by generating zebrafish with loss of function mutation in *atm*. We found that, as expected, *atm*^−/−^ mutant adults were viable and that the embryos developed normally, but they were resistant to etoposide and H_2_O_2_ induced lethality and did not fully activate Tp53 or oxidative stress response genes when treated with these toxicants, respectively. Surprisingly, *atm* mutation enhanced the small liver phenotype and lethality of zebrafish with hepatocyte-specific hUHRF1 overexpression. H_2_O_2_ treatment of *Tg (fabp10a:hsa.UHRF1-EGFP^mss1^)* larvae also caused the liver to become smaller, whereas treatment with the antioxidant, N-acetylcysteine, partially rescued the small liver caused by UHRF1 overexpression. This suggests a model whereby UHRF1 overexpression in hepatocytes generates ROS and Atm activation, and that oxidative stress is an important driver of the small liver pre-cancerous phenotype caused by UHRF1.

## 2. Materials and Methods

### 2.1. Zebrafish Husbandry, Genotyping and Exposure

Adult fish were raised on a 14:10 h light: dark cycle at 28 °C. *Tg (fabp10a:hsa.UHRF1-EGFP^mss1^)* [38], hereafter called hUHRF1, were crossed to wild type (WT) zebrafish adults to generate hUHRF1^+/−^ zebrafish embryos. *tp53*^−/−^ and *atm*^−/−^ mutants [36] zebrafish were raised as incross and genotyped by PCR to identify homozygous *tp53*^−/−^ and genotyped by PCR amplification of the mutated locus followed by Sanger sequencing of the PCR product to identify homozygous *atm*^−/−^ mutants (Supplemental Table S1). *atm*^−/−^; *Tg (fabp10a:hUHRF1-EGFP^mss1^)* here after called *atm^−/−^; hUHRF1*, adults were generated by crossing *Tg (fabp10a:hUHRF1-EGFP^mss1+/−^)* to *atm*^−/−^ adults then outcrossing to *atm*^−/−^ adults and genotyping by Sanger sequencing to identify *atm^−/−^;hUHRF1* adults. These were then outcrossed to *atm*^−/−^ adults to generate embryos used for experiments. In all cases, animals were heterozygous for the hUHRF1-EGFP transgene. All animal experimentation was approved by the Institutional Animal Care and Use Committee of NYUAD (#20-0006A3).

Experiments with embryos and larvae were carried out by collecting embryos from natural spawning and maintained on a 14:10 h light:dark cycle at 28 °C in embryo medium until 5 days post fertilization (dpf). In experiments that involved monitoring juvenile fish after 5 dpf, animals were raised on a 14:10 h light:dark cycle at 28 °C and regularly feed with paramecia (1 time a day) and AP100 (2 times a day) until the day of collection.

Exposure of embryos to etoposide and hydrogen peroxide (H_2_O_2_) was carried out using standardized treatment protocols [45] in which embryos were aliquoted to a 12-well plate and treated with a range of etoposide or H_2_O_2_ concentrations to identify the optimal treatment protocol for each toxicant (Supplementary Figure S1A,B). Etoposide was resuspended in DMSO and we added 4 mL of 1 mM Etoposide (Sigma-Aldrich, St. Louis, MO) to a final concentration of 1% DMSO in embryo medium or 1% DMSO in controls. After 2 days of treatment, embryos were assessed for phenotype and collected for RNA extraction. At 120 hpf, embryos were scored for phenotype severity based on the presence of cardiac edema, lordosis and microcephaly and collected for RNA extraction. Exposure to H_2_O_2_ (VWR) was carried out by aliquoting 78 hpf embryos to a 12 well plate and adding 4 mL of 0.005% of H_2_O_2_ in embryo medium (10 embryos/well). Controls were cultured in embryo medium and all samples were assessed after 48 h of exposure (between 126–128 hpf). To assess the effects of H_2_O_2_ on liver size, larvae were treated with 0.005% at 80 hpf and assessed at 120 hpf. N-acetyl Cysteine (NAC, Sigma-Aldrich, St. Louis, MO, USA) treatment was carried out by aliquoting 4 dpf embryos, (hUHRF1 transgenics and their WT siblings) to a 12 well plate and adding 4 mL of either 0, 10, 20, 40 or 100 μM of NAC in embryo medium (10 embryos/well) and were maintained in these culture conditions for 72 h of exposure until 7 dpf when they were collected, fixed and assessed for liver size.

### 2.2. Generation of atm Mutant Zebrafish

sgRNA targeting the *atm* gene (Supplemental Table S1) was produced by sgRNA IVT kit (Takara Bio), the resulting RNA was isolated using Trizol (Invitrogen) and was quantified by Qubit. The sgRNA was diluted to 50 ng/μL, mixed with an equal volume of previously diluted nls-Cas9 protein (IDT; 0.5 μL of nl-Cas9 added with 9.5 μL of 20 mM HEPES; 150 mM KCI, pH 7.5) and incubated at 37 °C for 5 min. We then injected 1 nl into 1–2 cell stage WT embryos which were then raised to 24–72 hpf. An amount of 12–16 embryos were individually collected for genomic DNA extraction by heat shock denaturation in 50 mM NaOH (95 °C for 20 min). The remaining injected siblings were raised to adulthood to be screened for mutation using the T7 endonuclease assay. For each embryo, PCR was performed on genomic DNA by using Q5 High-Fidelity Taq Polymerase (New England Biolabs, Ipswich, MA, USA) followed by T7 endonuclease I assay (New England Biolabs) to detect mutations. For T7 endonuclease I assay, 10 μL of PCR product was incubated with 0.5 μL of T7e1 enzyme (New England Biolabs) for 30 min at 37 °C. Digested and undigested fragments were run in parallel in 2% agarose gel to assess the presence of indels. Efficiency of the mutagenesis was calculated as the number of embryos that show a positive result based on T7e1 assay divided by the total number of embryos assayed for each sgRNA. When the embryos reached sexual maturity (around 3 months), individual adult (F0) zebrafish were crossed to wild type adults to generate F1 offspring and 10–15 individual F1 embryos were collected, analyzed by T7e1 assay as previously described, and DNA from putative mutants (embryos that showed a cut in T7e1 assay) was used to perform Sanger sequencing. All 5 individual F0 adults that were screened had indel mutations, but only 2 founders had an indel (both 5 bp deletion) that was predicted to be a frameshift mutation. F1 embryos carrying this allele were raised and used to generate *atm*^−/−^ mutants.

### 2.3. Sanger Sequencing

Sanger sequencing of the *atm* allele was performed on individual F1 embryos or on tail tissue from adult zebrafish by extracting DNA using heat denaturation in 50 mM NaOH (95 °C for 20 min). PCR by using Q5 High-Fidelity Taq Polymerase (New England Biolabs) amplified a 500 bp fragment spanning the site of the mutation (Supplementary Table S1). An amount of 5 μL of the PCR products were purified by ExoSAP-IT™ PCR Product Cleanup Reagent (Thermo Fisher Scientific, Waltham, MA, USA) following manufacturer’s instruction, were sequenced using Sanger Sequencing Kit (Applied Biosystem, Waltham, MA, USA) following manufacturer’s instruction and sequenced using SeqStudio Genetic Analyzer (Applied Biosystems). Results were analyzed using Synthego (https://ice.synthego.com/#/, accessed on 20 March 2023) to identify mutant alleles. *atm*^−/−^ adults were genotyped using Sanger sequencing prior to all experiments with their offspring.

### 2.4. RNA Extraction

Larvae were collected on 5 dpf for RNA extraction from either 2–10 whole larvae for qPCR or livers microdissected from 20–30 larvae for RNA-seq. Trizol (Invitrogen, Waltham, MA, USA) was used for RNA isolation following the manufacturer’s instructions with some modifications. Briefly, 10 µg of Glycoblue (Thermo Fisher Scientific) was added during precipitation with isopropanol overnight at −20 °C. The day after, samples were centrifuged for 1 h at 12,000× *g* at 4 °C and RNA was resuspended in water and quantified using Qubit.

### 2.5. cDNA Production and qPCR

RNA was retrotranscribed to cDNA using Qscript cDNA synthesis kit with random hexamers (Quanta Bio) following the manufacturer’s instructions. cDNA was diluted 1:13 and used for qPCR using Maxima^®^ SYBR green/ROX master mix (Thermo Fisher Scientific). Gene expression levels were normalized using rplp0 gene expression by using the calculations for delta-Ct as previously described [46] (Supplementary Table S1). Changes in expression between control and treated samples were calculated as fold change (Treated/control) and the log2 was derived (L2FC). Number of clutches used for each experiment are indicated on the figures.

### 2.6. RNAseq and Bioinformatic Analysis

Total RNA extraction from approximately 20–30 livers dissected from 5 dpf zebrafish larvae for each condition was performed as previously described [47]. After extraction, RNA was treated by DNAse I followed by RNA purification (RapidOut DNA Removal Kit—Thermo Fisher Scientific). RiboZero was used to eliminate ribosomal RNA and libraries were prepared according to manufacturer’s instructions (Illumina, San Diego, CA, USA) and sequenced on NextSeq550 and HiSeq2500 (Illumina). Quality of the sequences was assessed by using MultiQC v1.0 (https://multiqc.info, accessed on 27 June 2019). After adaptor removal and trimming, reads were aligned to the *D. rerio* GRCz10 reference genome using HISAT2 with default parameters [48], mapped and counted with HTSeq [49]. Differential gene expression was calculated using a generalized linear model implemented in DESeq2 in Bioconductor [50] to test differential gene expression between hUHRF1 transgenic livers and WT sibling controls. Adjusted *p*-value with a false discovery rate of <0.05 was used to determine significantly differentially expressed genes between transgenics and controls. Datasets have been deposited in GEO (GSE227735).

### 2.7. Cy3 Streptavidin (CY3-SA) Staining and Liver Size Measurement

Cy3 staining was performed as previously described [51]. Briefly, larvae were fixed overnight at 4 °C in 4% Paraformaldehyde (Thermo Scientific, Waltham, MA, USA), washed with 0.1% PBST, dehydrated through a graded series of methanol to 100% methanol and stored overnight at 4 °C. After rehydrating through a graded series of methanol, larvae were washed with PBST, incubated in blocking solution of 3% BSA in 0.1 M NaCl/PBST (Sigma-Aldrich, St. Louis, MO, USA) for 1.5 h at room temperature. Embryos were incubated with CY3-SA (Sigma-Aldrich, 1:500) diluted in 0.1% PBST at 4 °C in the dark overnight. Following 3 washes with 0.1% PBST they were imaged on a Nikon SMZ25 stereomicroscope equipped with a fluorescent attachment for GFP and RFP (Nikon, Tokyo, Japan). ImageJ 1.53 (Dresden, Germany) was used to measure left liver lobe area by manual tracing of the liver that was marked with EGFP for hUHRF1 transgenics or marked with CY3-SA for controls.

### 2.8. Statistical Analysis

Statistical analysis was performed in GraphPad Prism 8. Number of replicates for each experiment are indicated in the figure legends. Methods to evaluate the statistical significance include two-tailed Student’s *t*-test with adjustment for multiple comparisons, long-rank test for survival curve, or Chi-square for categorical variables. Tests used are indicated in figure legend. All the plots were generated in GraphPad Prism 8 and RStudio 3.3.1.

## 3. Results

### 3.1. hUHRF1 Overexpression in Zebrafish Hepatocytes Activates the tp53 Pathway at 5 dpf

We previously reported [38] that overexpression of hUHRF1 in zebrafish hepatocytes induced senescence as detected by increased senescence associated β-galactosidase (SA-β-gal) staining and a small liver within days of transgene expression (5–7 dpf). These transgenics had a high incidence of lethality by 15 dpf associated with a small size liver and those that did survive had a high incidence of HCC at 15 and 20 dpf. We showed that loss of one copy of *tp53* reduced SA-β-gal staining, increased liver size, reduced lethality and increased tumor incidence by 15 dpf [38]. We concluded that Tp53 activation was, at least in part, required for the hUHRF1 induced senescence and small liver phenotypes and that Tp53 acted as a tumor suppressor in this model. To better understand the downstream consequences of Tp53 activation, we performed bulk RNA-seq livers dissected from five independent clutches of hUHRF1 and six independent clutches of their WT siblings at 5 dpf, expanding our previous RNAseq analysis carried out with smaller sample sizes and lower sequencing depth [38]. 

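Each library came from one pool of livers, dissected from the larvae of a single clutch at 5 dpf (120 hpf). The hUHRF1 transgene encodes human UHRF1 fused to EGFP and is expressed in hepatocytes from the fabp10a promoter, so that hUHRF1 larvae are recognized by their fluorescence. The 5 hUHRF1 pools held 30 livers each, except the pool of clutch 6, which held 27, and the 6 WT pools held 20 livers each. Clutches 4, 6, 7, 8 and 9 gave both an hUHRF1 and a WT pool, and clutch 5 gave a WT pool only. The sample labels count 5 clutches and describe a cross between carriers of the transgene, whereas the methods describe a cross of hUHRF1 fish to WT fish. The labels name one sequencer for all libraries and the methods name that sequencer and another. The titles of all hUHRF1 pools read hUHRF1-high, a term the methods do not explain. Whether larvae were selected for high expression of the transgene is therefore not known here. The titles of clutches 4 to 6 are worded differently from those of clutches 7 to 9, and these groups of clutches were treated as possible batches.
RNA was depleted of ribosomal RNA before sequencing. The authors aligned the reads to GRCz10 with HISAT2, counted them per gene with HTSeq and deposited the counts without normalization for 32105 zebrafish Ensembl gene IDs. The human transgene has no ID of its own among them. Total counts ranged from 9064943 to 19370497 in the hUHRF1 pools (median 13655392) and from 15285359 to 23322479 in the WT pools (median 16703696). The small RNA gene rn7sl1 and the gene ENSDARG00000080337 together took between 20.5% and 27.3% of the counts of each library.
Counts were scaled with edgeR's TMM factors, which correct for differences in RNA composition, and expression is given in CPM, the count of a gene relative to the scaled total of its library. The factors lay between 1.12 and 1.71 in the hUHRF1 pools and between 0.672 and 0.978 in the WT pools, without overlap. The scaling therefore decides how many genes are called higher or lower. With TMM, 49.8% of the DEGs were higher in hUHRF1 livers and the median log2 fold change (L2FC) of all tested genes was 0.05. With library size alone, 93.1% of the DEGs were higher and the median was 0.83. Differences between hUHRF1 and WT livers were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 15838 genes that passed its filter on low counts.
The first principal component of the log2 CPM values held 40.3% of the variance and separated every hUHRF1 pool from every WT pool. The second held 15.8% and separated clutches 4 to 6 from clutches 7 to 9.

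**Figure D1:**
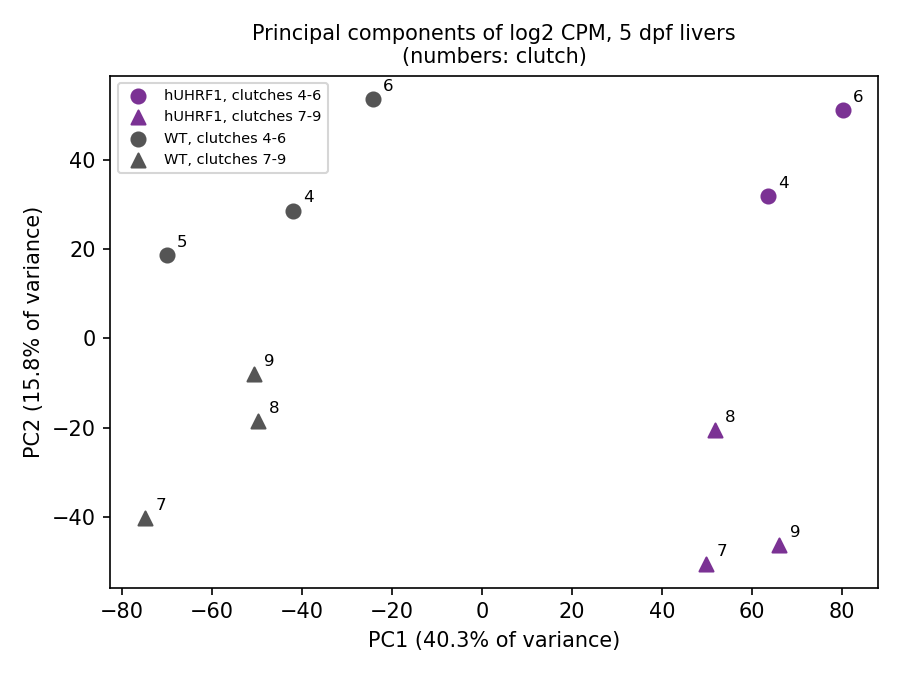
Principal components of log2 CPM over the 15838 tested genes for the 5 hUHRF1 pools (purple) and 6 WT pools (grey), with the clutch number beside each point. PC1 (40.3% of the variance) parts the conditions and PC2 (15.8%) parts clutches 4 to 6 (circles) from clutches 7 to 9 (triangles).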

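Between hUHRF1 and WT livers at 5 dpf, 4612 genes had an adjusted p-value under 0.05, of which 2299 were higher and 2313 lower in hUHRF1 livers. At an adjusted p-value under 0.005 the number was 1917. At least 1 count was found for 28134 genes over all 11 libraries. For 2703 of the tested genes (17.1%), every hUHRF1 pool lay above or below every WT pool, whereas chance would give 0.433% of genes. With libraries scaled by their size alone, 8860 DEGs were called. DESeq2, run on all genes with at least 1 count, called 5383 DEGs, and 4520 of these were among the 4612. Its number at an adjusted p-value under 0.005 was 3137.
The difference between the conditions was also tested within each group of clutches. Clutches 4 to 6, with 2 hUHRF1 and 3 WT pools, gave 1784 DEGs, and 1654 of them were among the 4612. Clutches 7 to 9, with 3 pools of each condition, gave 2541 DEGs, and 2343 were among the 4612. All of these shared genes changed in the same direction as over all libraries. With the group of clutches as a term in the fit, 5444 DEGs were called.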

The current analysis identified 5327 significant differentially expressed genes (DEGs; padj < 0.005) in hUHRF1 compared to WT at 5 dpf (Table 1). Of these, 1254 were significantly upregulated with a Log2 fold change (L2FC) of >1.5 (Table 1 and Figure 1A,B), and 1069 genes were significantly downregulated with a L2FC of <−1.5 (Table 1 and Figure 1A,B).

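In hUHRF1 livers, 837 genes were upregulated with an L2FC above 1.5 and an adjusted p-value under 0.05, and 563 were downregulated with an L2FC below -1.5. The corresponding numbers with DESeq2 were 1137 and 699. When only genes with at least 10 counts in every library were tested, 379 genes were upregulated and 381 downregulated, since this filter removes genes that are near 0 in one condition.
Among DEGs with an average log2 CPM of at least 2 and the same direction in all 5 clutches with both conditions, the largest increase was that of nr0b2b (ENSDARG00000102756), which encodes a nuclear receptor without a DNA-binding domain. It had 2 counts in total over the 6 WT pools and between 122 and 1189 counts in each hUHRF1 pool, or 18.4 ± 11.0 CPM (SD, n = 5). Measured against a floor of 3 counts in the WT pools, it was at least 82.9-fold higher in hUHRF1 livers (adjusted p = 2.9e-06, edgeR). The next increases were those of ENSDARG00000073820 (L2FC 5.54, standard error 0.91), gra (L2FC 5.38, standard error 0.62), eps8l3b (L2FC 4.95, standard error 0.53) and isg15 (L2FC 4.70, standard error 0.91). One pool carried much of the isg15 value: it was 106 ± 167 CPM in the hUHRF1 pools (SD, n = 5), and without the hUHRF1 pool of clutch 9 its L2FC was 2.96 (adjusted p = 0.0029, edgeR). Without the hUHRF1 pool of clutch 7 the L2FC of ENSDARG00000073820 was 4.44, and its call was lost within clutches 4 to 6 (adjusted p = 0.067, edgeR). Without the WT pool of clutch 8 the L2FCs of gra and eps8l3b were 6.73 and 5.81.
The largest decreases were those of si:ch211-133n4.9 (L2FC -5.48), si:ch1073-126c3.2 (L2FC -4.82), apcs (L2FC -4.59), si:ch73-15n24.1 (L2FC -4.37) and sema4g (L2FC -4.35). Without the hUHRF1 pool of clutch 7 the L2FCs of si:ch1073-126c3.2, si:ch73-15n24.1 and sema4g were -5.45, -5.92 and -5.26. That of apcs ranged from -5.39 to -3.97 with each library left out in turn. For apcs, which encodes serum amyloid P component, expression fell from 274 ± 246 CPM in WT livers (SD, n = 6) to 11.4 ± 11.8 CPM in hUHRF1 livers (SD, n = 5). Each of these 10 genes separated all hUHRF1 from all WT pools, which follows largely from their choice as the largest changes with one direction in all pairs.
Zebrafish uhrf1 (ENSDARG00000103409), which is distinct from the human transgene, rose from 6.67 ± 2.83 CPM (SD, n = 6) to 12.9 ± 4.55 CPM (SD, n = 5), with an L2FC of 0.95 (standard error 0.29, adjusted p = 0.024, edgeR). Whether reads of the transgene were counted for this gene was not tested. Without the hUHRF1 pool of clutch 6 the uhrf1 L2FC was 0.73 (adjusted p = 0.078, edgeR), and within clutches 4 to 6 and clutches 7 to 9 it was 1.23 and 0.70, with adjusted p-values of 0.12 and 0.10.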

To identify all of the *tp53* targets and related pathways that were deregulated by hUHRF1 overexpression, we converted zebrafish genes based on Ensembl ID to human Ensembl IDs and gene names since Gene Ontology is better curated for human genes. Ingenuity Pathway Analysis (IPA) of all significant DEGs revealed liver metabolism and liver functions were the major downregulated pathways while most upregulated pathways were related to immunity and the DDR (Supplementary Table S2). 

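The pathway database behind IPA was not used here. Instead, 11 gene lists covering liver functions, immunity, the DDR and related processes were compared between hUHRF1 and WT livers with camera, a test of whether the genes of a list are shifted relative to all other genes. The list of 29 tested hepatocyte genes had a median L2FC of -1.66 (adjusted p = 7.2e-18, camera), and 27 of its genes were individually lower with an adjusted p-value under 0.05. The smallest adjusted p-values were those of the complement factor H gene cfh (L2FC -2.74, standard error 0.30), ahsg1 (L2FC -4.26) and serpina1l (L2FC -2.23). Of 44 cytochrome P450 genes of families 1 to 4, 26 were lower and 2 were higher, with a median L2FC of -1.33 (adjusted p = 2.4e-10, camera). The genes with the clearest decrease were cyp2r1 (L2FC -2.54), cyp2aa12 (L2FC -3.21) and cyp4t8 (L2FC -2.10).
Nuclear genes of oxidative phosphorylation shifted less, with a median L2FC of -0.49 over 92 genes (adjusted p = 1.7e-10, camera), led by cox7a2l (L2FC -1.56), ndufv2 (L2FC -0.96) and ndufc2 (L2FC -0.84). The 13 mitochondrially encoded genes had a median L2FC of -0.99, with mt-co3, mt-co2 and mt-co1 at -1.20, -1.23 and -1.26. The median L2FC of 79 genes with names of ribosomal proteins was -0.84, and 66 were lower, among them rpl29 (L2FC -1.01) and rps26 (L2FC -1.04). The only one called higher was rps27l (L2FC 2.55). With library size in place of TMM, which raised the median L2FC of all genes, the L2FCs of ndufv2, ndufc2, rpl29, rps26 and the named mitochondrial genes, although still below 0, no longer passed the threshold. The median L2FC of the oxidative phosphorylation list then changed sign to 0.29, and those of the mitochondrial and ribosomal lists were -0.21 and -0.06, against 0.83 for all genes, so that the size of these shifts depends on the scaling.
Higher in hUHRF1 livers were 16 interferon-response genes (median L2FC 1.26, adjusted p = 0.0043, camera) and 44 genes of DNA damage and repair (median L2FC 0.83, adjusted p = 8.3e-05, camera). Both lists were higher in the hUHRF1 pool of all 5 clutches with both conditions. The smallest adjusted p-values of the interferon list were those of b2m (L2FC 3.00), stat2 and isg15. The value of stat2 rose from 31.1 ± 5.97 CPM (SD, n = 6) to 76.7 ± 29.7 CPM (SD, n = 5). Without the hUHRF1 pool of clutch 9 the median L2FC of the interferon list was 0.60 (adjusted p = 0.023, camera). In the DNA damage and repair list, msh6, fanca and gadd45a had L2FCs of 1.40, 2.50 and 1.07, and 14 genes were called higher and 0 lower. The WT pool of clutch 6 reached a median log2 difference of 0.71 from the WT mean for this list, within the range of the hUHRF1 pools (0.54 to 0.91).
Proliferation genes had a median L2FC of 0.92 over 31 genes, but their list values in WT pools ranged from -1.37 to 1.40, which spans most hUHRF1 pools, and only 4 genes were called, among them mcm5 (L2FC 0.85), pcna (L2FC 1.08) and tk1 (L2FC 1.70). The calls of pcna and tk1 were each lost in 5 of the 11 fits that left out one library, and that of tk1 also without a filter on low counts and, in an alternative chosen after seeing the data, with down-sampling. The list of the senescence-associated secretory phenotype, which also holds the senescence marker cdkn2a/b, had a median L2FC of 0.28 (adjusted p = 0.045, camera). Its smallest adjusted p-values were those of cdkn2a/b, mmp14 and il1b. With clutch as a replicate block the adjusted p-value of this list was 0.0501. The antioxidant list did not shift (median L2FC -0.24, adjusted p = 0.13, camera), although gpx1b rose (L2FC 2.73) and txn2 and txnrd3 fell (L2FC -0.70 and -0.75), the call of txnrd3 being lost in 4 of the 11 fits that left out one library. With library size only the median of this list was 0.54.
Within clutches 4 to 6 the hepatocyte list averaged -1.87 in hUHRF1 and -0.15 in WT pools, and within clutches 7 to 9 it averaged -1.61 and 0.18. For the interferon list these averages were 0.94 and 0.19 in clutches 4 to 6 and 1.19 and -0.13 in clutches 7 to 9. Camera used a preset correlation between genes of 0.01. Of its 10 calls, 9 also held under fry, the exception being proliferation. Fry keeps the observed correlation, but it tests whether the genes of a list changed at all, not relative to other genes. Its calls therefore do not repeat the relative shift that camera tests. When camera estimated the correlation from the data, 0 of the calls held. Other splits of the same 11 libraries into groups of 5 and 6 gave a median of 6 called lists with camera and of 0 with fry.

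**Figure D2:**
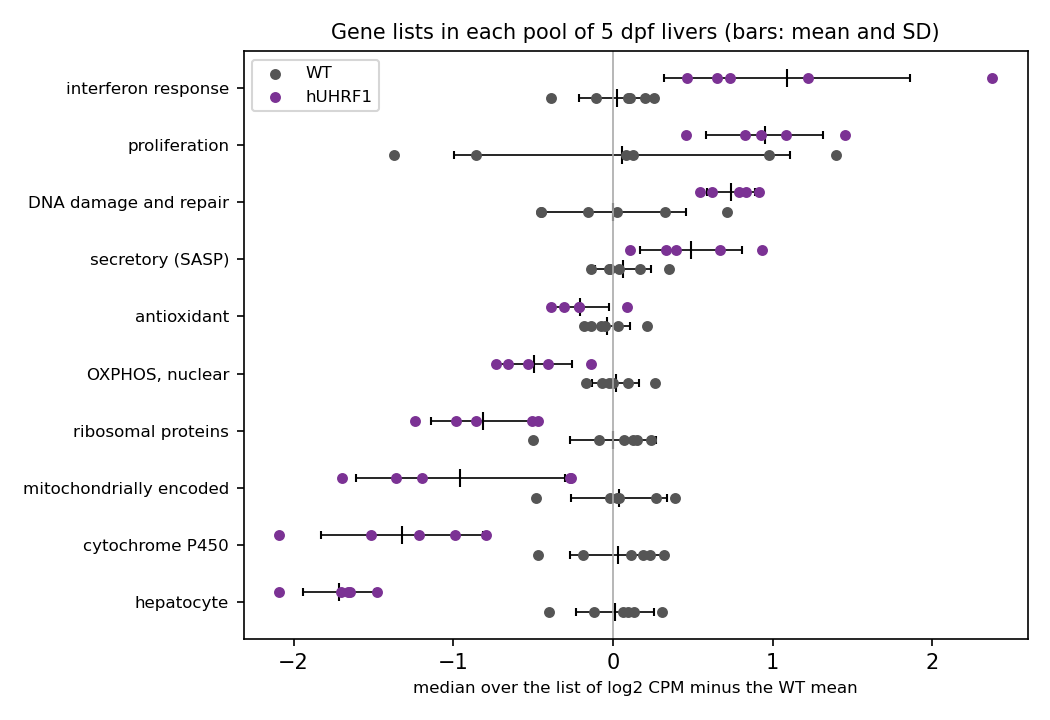
Median over each gene list of log2 CPM minus the mean of the WT pools, for the 5 hUHRF1 pools (purple) and 6 WT pools (grey), with the mean and SD of each condition. The hepatocyte list lies between -2.09 and -1.48 in the hUHRF1 pools and between -0.40 and 0.31 in the WT pools, whereas the proliferation list overlaps between the conditions.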

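Figure 1C draws 44 target genes as upregulated and 31 as downregulated in hUHRF1 livers. Their human symbols were matched to zebrafish gene names, which gave a tested gene for 35 of the upregulated and 30 of the downregulated targets. Of the 35, 28 were higher in hUHRF1 livers with an adjusted p-value under 0.05 and 0 were lower, and the median L2FC of the 40 matched genes was 1.17. Of the 30, 29 were lower, and the median L2FC of the 35 matched genes was -1.01. The remaining target, egfr (ENSDARG00000013847), named here after its value was seen, was higher (L2FC 0.98, adjusted p = 0.018, edgeR). Adjusted over the list alone, 30 and 29 targets were called. The targets were picked from DEGs of these same livers, so that neither count is independent evidence. With library size in place of TMM, 33 upregulated targets were called and the number of downregulated targets fell to 5.
The smallest adjusted p-values among the upregulated targets were those of traf4 (L2FC 1.92, standard error 0.19, adjusted p = 2.0e-05, edgeR), mdm2 (L2FC 2.26, standard error 0.24) and tpp1 (L2FC 1.86, standard error 0.20). Among the downregulated targets they were those of the insulin-like growth factor genes igf2a (L2FC -1.82, standard error 0.21) and igf2b (L2FC -1.38, standard error 0.17) and of ptgdsa (L2FC -1.65, standard error 0.22).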

Interestingly, the top upstream regulator identified by IPA was *tp53* (*p*-value 3.31 × 10^−42^, Figure 1C). Analysis of all direct TP53 targets induced or repressed by TP53 revealed that 584 genes and 18 pathways that are TP53 dependent were deregulated by hUHRF1 overexpression in 5 dpf zebrafish livers. These data validated and extended our previous findings [38] and confirms that TP53 activation is one of the primary responses to UHRF1 overexpression.

**Figure 1:**
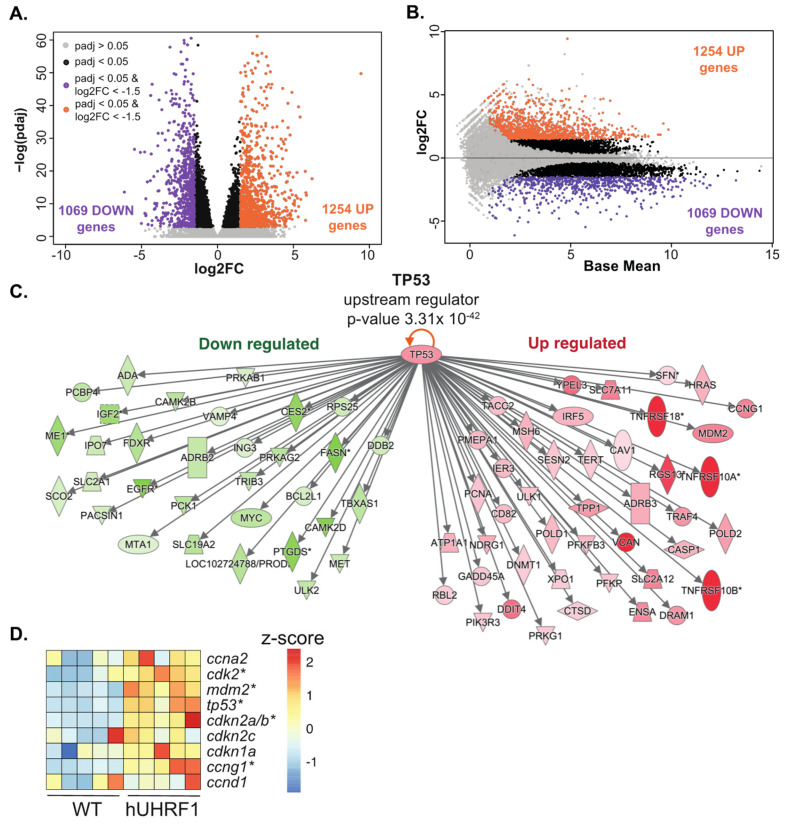
hUHRF1 overexpression in zebrafish hepatocytes activates Tp53. Bulk RNAseq analysis of 5 pools of livers collected from hUHRF1 larvae normalized to WT siblings on 5 dpf. (**A**) Volcano plot and (**B**) MA plot showing log2 fold change and log2 *p*-value adjusted of hUHRF1 overexpressing livers compared to WT siblings. Genes with *p*-value adjusted greater than 0.05 are shown in grey, significant DEGs (*p*-value adjusted smaller than 0.05) are in black, upregulated DEGs (*p*-value adjusted smaller than 0.05 and log2 fold change greater than 1.5) are in purple and downregulated DEGs (*p*-value adjusted smaller than 0.05 and log2 fold change smaller than −1.5) are in orange. (**C**) IPA analysis identified *tp53* as a top upstream regulator of the transcriptomic changes in hUHRF1 livers (*p*-value 3.31 × 10^−42^). Direct TP53 target genes predicted to be downregulated following Tp53 activation and that are downregulated in hUHRF1 overexpressing livers dataset are shown in green, and direct targets are predicted to be upregulated following TP53 activation and that are upregulated in hUHRF1 overexpressing livers. (**D**) Heatmap of the expression of TP53 direct target genes in hUHRF1 overexpressing livers compared to WT siblings at 5 dpf. Z-score is calculated on raw counts of each biological replicate. * indicates genes that have an adjusted *p*-value < 0.05.

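Of the genes of the heatmap, cdkn2c (ENSDARG00000057610) had too few counts to be tested, with 13 counts over all WT pools and 20 over all hUHRF1 pools. The genes were chosen for display from these same livers.
Among the genes that rose were mdm2 (ENSDARG00000033443), which rose from 23.0 ± 7.60 CPM in WT livers (SD, n = 6) to 110 ± 22.0 CPM in hUHRF1 livers (SD, n = 5; adjusted p = 3.0e-05, edgeR), and the cyclin G1 gene ccng1 (ENSDARG00000076667), which rose from 454 ± 153 to 2219 ± 807 CPM (L2FC 2.29, standard error 0.29). The senescence marker cdkn2a/b (ENSDARG00000037262) had at most 2 counts in any WT pool and between 13 and 39 counts in each hUHRF1 pool. It was at least 6.09-fold higher against a floor of 3 counts (adjusted p = 2.0e-04, edgeR).
For cdkn1a (ENSDARG00000076554), which encodes p21, expression was 73.6 ± 15.2 CPM in hUHRF1 livers (SD, n = 5) and 38.1 ± 17.3 CPM in WT livers (SD, n = 6). Every hUHRF1 pool lay above every WT pool (two-sided exact permutation p = 0.0043), and the adjusted p-value over all genes was 0.053 with edgeR. It fell to 0.048 with DESeq2 and to 0.032 with genes that had at least 10 counts in every library. With the group of clutches as a term it fell to 0.026, and with clutch as a replicate block to 0.0038 (L2FC 0.76). It rose to 0.062 with DESeq2's size factors in edgeR and to 0.060 without a filter on low counts. Within clutches 4 to 6 and clutches 7 to 9 it was 0.13 and 0.093 (edgeR). Of the 11 fits that each left out one library, 2 called cdkn1a, and without the hUHRF1 pool of clutch 7 its adjusted p-value was 0.12 (edgeR). For cdk2 (ENSDARG00000026577) the L2FC was 0.85 (standard error 0.30, adjusted p = 0.045, edgeR), and the call was lost in 9 of the 11 fits that each left out one library.
Cyclin genes ccna2 (ENSDARG00000011094) and ccnd1 (ENSDARG00000101637) did not differ beyond the spread between pools. The ccna2 value was 3.73 ± 1.63 CPM in hUHRF1 livers (SD, n = 5) and 2.34 ± 2.36 CPM in WT livers (SD, n = 6), with an adjusted p-value of 0.49 (edgeR). That of ccnd1 was 38.2 ± 8.97 CPM against 38.4 ± 12.1 CPM (adjusted p = 0.98, edgeR).

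**Figure D3:**
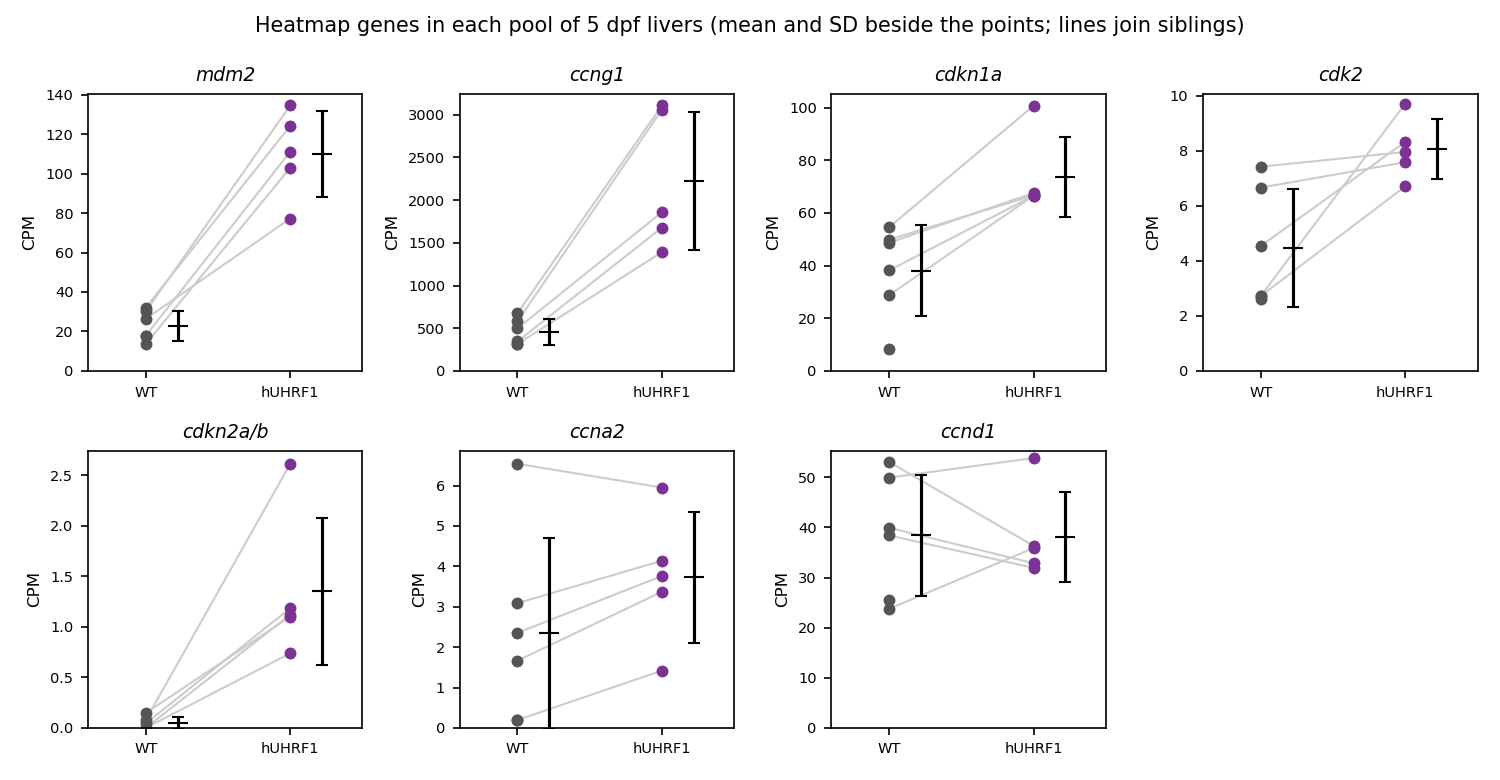
Expression in CPM of mdm2, ccng1, cdkn1a, cdk2, cdkn2a/b, ccna2 and ccnd1 in each of the 6 WT pools (grey) and 5 hUHRF1 pools (purple), with the mean and SD beside the points and lines joining pools of the same clutch. For mdm2, ccng1, cdkn1a and cdkn2a/b all hUHRF1 pools lie above all WT pools, and for ccna2 and ccnd1 the conditions overlap.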

### 3.2. Deletion of atm Is Well Tolerated in Zebrafish Embryos

Given that ATM is a well-characterized upstream activator of TP53, and that epigenomic damage causes ATM activation in other models [9,14,52,53], we asked whether *atm* played a role in the pre-cancer phenotypes caused by UHRF1 overexpression in zebrafish. To address this, we generated an *atm* mutant line using CRISPR-Cas9 targeting of the 2nd exon of the zebrafish *atm* gene (Figure 2A). Of the five founders identified with a mutation in the target sequence, only two had a deletion that resulted in a frameshift mutation, and both had the same 5 bp deletion (Figure 2B). This deletion generates a frameshift mutation following the codon for amino acid 48, resulting in a stop codon at amino acid 100 (Figure 2C), well upstream of the kinase domain or any of the other functional features of the protein, suggesting this is a severe hypomorphic or null allele. We validated the presence of the mutation by sequencing the targeted locus in both DNA and RNA extracted from homozygous mutant embryos (Figure 2B).

We obtained homozygous mutant (*atm*^−/−^) adults which we observed to be viable and without evidence of motility or anatomical defects up to 12 months of age (Supplementary Video S1). All adults were genotyped by sanger sequencing prior to use. Previous studies reported that *atm* zebrafish mutants were sterile [17]. We assessed fecundity and reproductive success of *atm*^−/−^ by comparing mating success of five individual mating pairs of WT and *atm*^−/−^ mated six times over a 2-month period (Figure 3A), by counting the number of embryos produced per successful mating (Figure 3B). There was no significant difference in either fecundity or number of embryos generated in each mating, indicating that *atm* mutation does not affect fecundity. However, we found variability in the number of viable eggs produced by crossing *atm*^−/−^ adults, as demonstrated by a significant increase of dead and unfertilized eggs produced in breeding of *atm*^−/−^ parents compared to WT age-matched controls (Figure 3C,D). Squeezing females to release ovary contents discharged both viable and degenerated eggs from WT animals, but mostly degenerated eggs from *atm*^−/−^ females (Figure 3C). On average, 50% and 25% of eggs from WT and *atm*^−/−^ mutants, respectively were fertilized (Figure 3D), and all of these fertilized eggs developed into normal embryos lacking any overt morphological defects through 5 dpf (Figure 3E,F). These data are consistent with findings of meiosis defects in mouse and zebrafish *atm*^−/−^ mutant gametes, but suggest that in this allele, there is a reduced penetrance of this phenotype, permitting analysis of the effects of *atm*^−/−^ on hUHRF1-overexpression mediated phenotypes.

**Figure 2:**
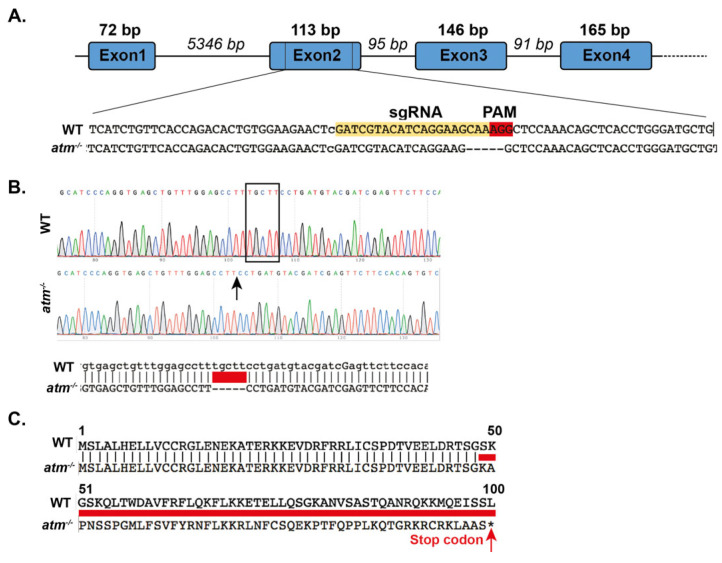
*atm*^−/−^ mutant zebrafish generated by CRISPR-Cas9. (**A**) Schematic representation of the *atm* gene from exon 1 to exon 4. Wild type and *atm*^−/−^ genomic sequences and predicted amino acid sequence of *atm* mutant alleles are shown. The sgRNA used to generate the mutant is shown in yellow, and the PAM sequence is in red. (**B**) Sanger sequencing and alignment of cDNA obtained from 2–5 dpf WT and *atm*^−/−^ mutants confirms the 5 bp deletion at the mRNA level. In red the deleted sequence. (**C**) Alignment between the predicted amino acid sequence of WT and *atm* mutant alleles. The amino acids predicted to be generated by *atm*^−/−^ mutants are indicated by the red line.

### 3.3. atm Mutation Suppresses DNA Damage and Oxidative Stress Induced Phenotypes in Zebrafish Embryos

Given the critical role of Atm in the cellular responses to double strand breaks and to oxidative stress, it is predicted that loss of Atm function would suppress the effects of these stressors. We exposed *atm* mutants to two stimuli that are well established to require Atm: etoposide, a topoisomerase inhibitor that is well-known to induce DNA double strand breaks and activate DNA damage response through Atm and H_2_O_2,_ which activates Atm via oxidative stress [18]. *tp53*^−/−^ zebrafish mutants have an impaired DNA damage response [36,39,54] and we used these as a positive control and WT embryos were used as a negative control. We optimized a treatment protocol for etoposide based on a report that treating embryos from 1–5 dpf induced DNA damage and lethality [55] and we found that during this exposure time, the lethal concentration 50 (LC_50_) was 1 mM (Supplementary Figure S1A). As H_2_O_2_ can also cause DNA damage, we aimed to expose larvae to H_2_O_2_ using a treatment protocol that generated a small amount of ROS and had only mild phenotypic effects. We confirmed that our previously established protocol in which larvae exposed from 3–5 dpf to H_2_O_2_ concentrations ranging from 0.001–0.01% represented the dynamic range for ROS production and lethality [56]. We selected 0.005% H_2_O_2_ which generated on average 26% lethality (Supplementary Figure S1B) and did not induce any Tp53 target genes in WT embryos (Supplementary Figure S2) as the optimal concentration. We used the protocol outlined Figure 4A to treat WT, *atm*^−/−^ and *tp53*^−/−^ mutants from 24–120 hpf with 1 mM Etoposide in 1% DMSO or 1% DMSO as a control and scored them for mortality and phenotypic defects at 72 and 120 hpf or with 0.005% H_2_O_2_ from 78–126 hpf. At the conclusion of the experiment, surviving larvae were collected for RNA extraction.

WT, *atm*^−/−^ and *tp53*^−/−^ embryos treated with etoposide had severe abnormalities by 3 dpf that persisted to 5 dpf (Figure 4B,C). Etoposide and H_2_O_2_ caused nearly all WT embryos to develop morphological abnormalities or premature death whereas *atm*^−/−^ mutants were protected from these effects (Figure 4B). We assessed the etoposide-induced phenotypes by assigning a severity score based on the presence or absence of 3 phenotypes: microcephaly, lordosis and edema at 5 dpf. We assigned 1 severity point for each of these phenotypes present for each treated larva for each group (Figure 4B,C), with a maximum achievable score of 3. We did not take delay into consideration since all the treated larvae showed signs of delay (no swim bladder, unconsumed yolk, underdeveloped liver and gut), consistent with the effect of etoposide in inducing DNA damage response and cell cycle arrest. *atm*^−/−^ mutants had significantly lower severity score compared to WT or t*p53*^−/−^ mutant larvae (Figure 4C). Together, these show that Atm loss reduces the cellular response to DNA damage and oxidative stress in zebrafish.

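Among the genes of the qPCR panel, mdm2 and ccng1 were higher in the 5 dpf hUHRF1 livers with an adjusted p-value under 0.05 over all tested genes. The only panel gene absent from the heatmap, atm (ENSDARG00000002385), had 10.7 ± 3.70 CPM in hUHRF1 livers (SD, n = 5) and 11.2 ± 4.78 CPM in WT livers (SD, n = 6). Its L2FC was -0.06 (standard error 0.32, adjusted p = 0.90, edgeR), and the sign changed with the library left out (from -0.19 to 0.14). The hUHRF1 pool of clutch 9 was the lowest, with a log2 CPM of 2.09 against 3.54 to 3.69 in the other 4 hUHRF1 pools.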

To determine if *atm* mutation had any effect on the activation of Tp53 target genes, we selected a panel of Tp53 target genes that were upregulated in hUHRF1 overexpressing livers (Figure 1D) and assessed them in 3 dpf WT, *atm*^−/−^ and *tp53*^−/−^ whole larvae. None of these genes were affected in untreated larvae (Figure 4E) and all were upregulated in etoposide-treated WT larvae as expected but were not fully upregulated in *tp53*^−/−^ and *atm*^−/−^ mutants, as expected. *tp53*, *atm*, *cdkn1a* and *mdm2* reaching statistical significance in *atm*^−/−^ mutants (Figure 4F). These data suggest that *atm* mutation partially rescues the phenotype induced by etoposide treatment and that, in absence of *atm*, Tp53 target genes cannot be fully induced in response to double stranded DNA breaks. The oxidative stress response genes *prdx* and *gpx* showed reduced expression in *atm*^−/−^ and *tp53*^−/−^ mutants in the absence of any stimuli, and upon exposure to H_2_O_2_, *atm*^−/−^ mutants failed to induce expression of all oxidative stress genes examined (Figure 4G, H). Together, these data suggest that *atm* in zebrafish larvae mediate the toxic effects of both etoposide and H_2_O_2_ exposure, independently of *tp53.*

**Figure 4:**
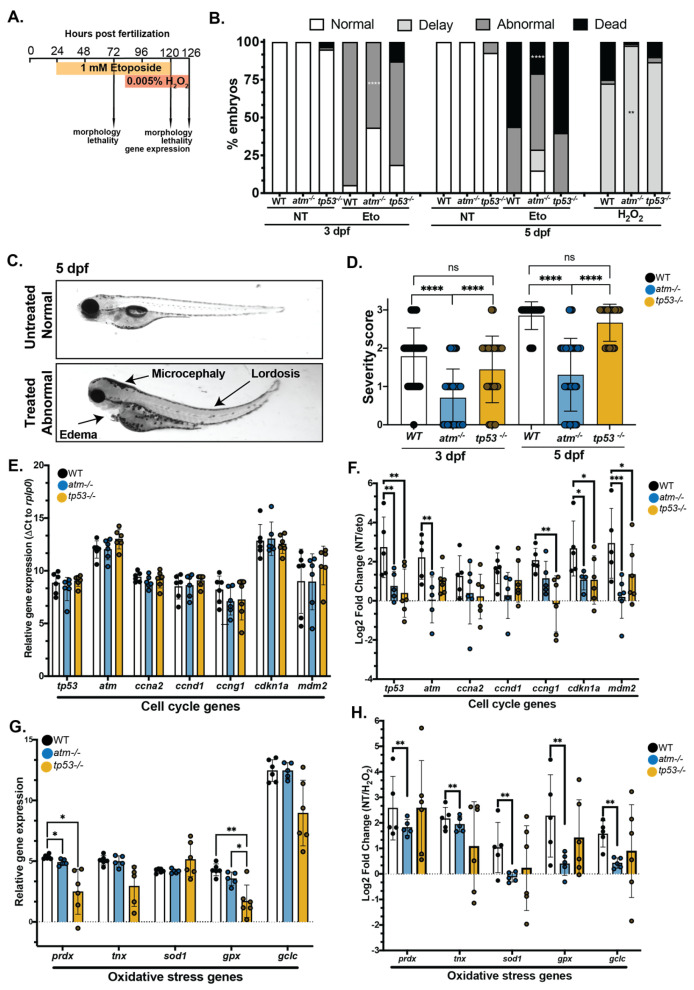
*atm* mutation suppresses the toxic response to etoposide or H_2_O_2_ exposure (**A**) Treatment scheme for exposure to etoposide and H_2_O_2_. (**B**) The percent of WT, *atm*^−/−^ and *tp53*^−/−^ embryos that have morphological defects or lethality in response to etoposide or H_2_O_2_. The experiments were performed on 6–8 clutches for each genotype and with 10 larvae per clutch (total 60 larvae). (**C**) Representative images of etoposide treated and untreated larvae at 5 dpf illustrating different phenotypes induced by etoposide treatment. Arrows indicate the phenotypes used to assign a severity score. (**D**) The phenotype severity score of etoposide treated larvae at 3 and 5 dpf in WT, *atm*^−/−^ and *tp53*^−/−^ larvae. The severity score for all untreated larvae for all genotypes was zero. The experiment was performed on 6 independent biological replicates for each genotype. Each dot represents 1 larva. (**E**) qPCR analysis of *tp53* target genes normalized to *rplp0* expression in untreated 3 dpf larvae. There are no significant differences between samples. (**F**) The log2 fold change of WT, *atm*^−/−^ and *tp53*^−/−^ 3 dpf embryos treated with etoposide compared to untreated embryos of the same genotype. The experiment was performed on 4–6 independent biological replicates for each genotype, with each dot representing values in a single clutch. (**G**) qPCR analysis of oxidative stress genes normalized to *rplp0* expression in untreated 5 dpf larvae. (**H**) The log2 fold change of WT, *atm*^−/−^ and *tp53*^−/−^ 5 dpf embryos treated with H_2_O_2_ compared to untreated embryos of the same genotype. The experiment was performed on pools of larvae from 5–6 independent clutches for each genotype, with each dot representing values in a single clutch. Values are expressed as the mean ± SD and were compared by two-way ANOVA with Tukey’s multiple comparisons test (**B**,**E**–**H**) or one-way ANOVA with Tukey’s multiple comparisons test (**D**). Only significant differences are indicated as follows: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

### 3.4. atm Mutation and H_2_O_2_ Exposure Enhances the Small Liver Phenotype Caused by hUHRF1 Overexpression in Hepatocytes

We previously demonstrated that *tp53* heterozygosity prevented senescence and suppresses the small liver phenotype caused by hUHRF1 overexpression and accelerated HCC onset [38]. To investigate whether *atm* mutation has a similar function, we crossed *atm*^−/−^ to hUHRF1; *atm*^−/−^ adults and assessed liver size as a phenotype that is reflective of hepatocyte senescence. We assessed liver size by staining the liver with CY3-SA which binds to biotin that is enriched in hepatocytes and gut enterocytes [51]. Interestingly, while CY3-SA staining was observed in hUHRF1-overexpressing livers at 5 dpf, it was lost only in the 7 dpf hUHRF1 larvae both in presence and absence of *atm* mutation, consistent with the finding that as the larvae age, hUHRF1 overexpression reduces hepatocyte-specific factors in hUHRF1 overexpressing zebrafish (Supplementary Table S2 and ref. [43]). Therefore, to assess liver size, we measured the area of the left liver lobe using the EGFP signal in the hUHRF1 larvae and CY3-SA in non-transgenic siblings, which we found to achieve comparable results by measuring the liver area both the EGFP and CY3 signals in 5 dpf hUHRF1-overexpressing larvae (Supplementary Figure S3). We then measured the liver size of WT and hUHRF1-overexpressing larvae with and without *atm* mutation on 5 and 7 dpf. The average size of hUHRF1-overexpressing livers was smaller than WT siblings at 5 dpf, and was significantly smaller 7 dpf. Interestingly, while *atm*^−/−^ mutation alone did not affect liver size at either stage, *atm*^−/−^; hUHRF1 larvae had significantly smaller livers compared to hUHRF1 livers at 7 dpf (Figure 5A).

There was no effect of *atm*^−/−^ mutation on survival, and as expected, hUHRF1 larvae have increased lethality between 5–20 dpf which was increased significantly by in *atm*^−/−^; hUHRF1 larvae (Figure 5B). Given that liver size has been shown to correlate with survival of hUHRF1 larvae [38,43], we asked whether the increased death in *atm*^−/−^;hUHRF1 larvae was attributed to the very small livers in these animals by categorizing *atm*^−/−^;hUHRF1 and *atm^+/+^*;hUHRF1 larvae on 7 dpf based on the size of the liver as above or below the median measured in *atm*^−/−^; hUHRF1 larvae (i.e., upper/lower; Figure 5C) and tracked their survival to 20 dpf. This showed that regardless of genotype, almost no animals in the lower group survived while over 50% of larvae in the upper group survived (Figure 5D). This indicates that decreased survival in *atm*^−/−^; hUHRF1 animals is attributed to the small liver, rather than a direct effect of *atm*.

**Figure 5:**
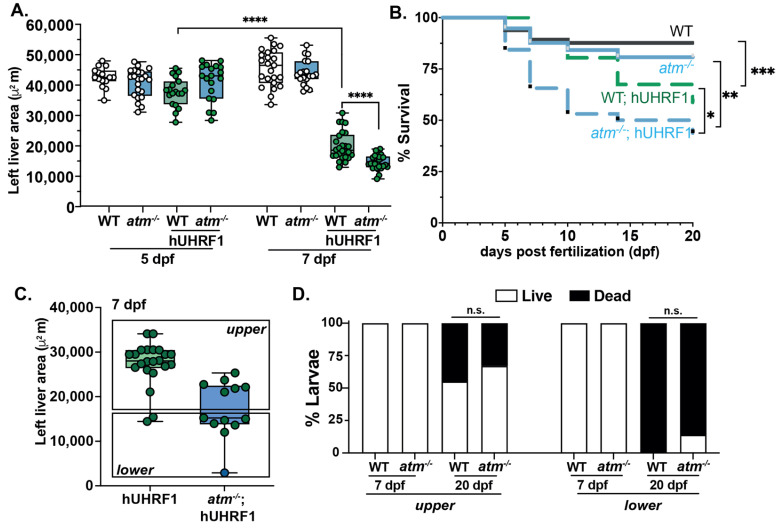
*atm* mutation enhanced the small liver phenotype and larval death in *Tg (fabp10a:hUHRF1-EGFP)* larvae. (**A**) Liver size of hUHRF1 and *atm*^−/−^; hUHRF1 larvae compared to non-transgenic WT and *atm*^−/−^ siblings at 5 and 7 dpf shows that *atm* mutation synergizes with hUHRF1 overexpression to decrease in liver size by 7 dpf. Experiments was performed in 2 biological replicates; each dot represents 1 liver. The middle line in the box plot represents the median, with the whiskers representing the range of the values for each condition. B. Survival curve of WT, *atm*^−/−^, hUHRF1 and *atm*^−/−^; hUHRF1 larvae from 5 to 20 dpf. (**C**,**D**) hUHRF1 with WT *atm* and *atm*^−/−^;hUHRF1 larvae were separated into 2 groups at 7 dpf based the liver size being above or below the median of the size measured in *atm*^−/−^; hUHRF1 larvae. Dots indicate number of livers and were assessed for survival at 7 and 20 dpf (**D**). Values are expressed as the mean ± SD and were compared by unpaired *t*-test (**A**,**C**,**D**) or by long-rank test (**B**). Significant differences are indicated as follows: n.s. indicates *p* > 0.05 (non-significant), * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 as determined by a 2-way ANOVA.

These data show that *atm* mutation enhances the small liver phenotype caused by hUHRF1 overexpression, which is the opposite of what we previously reported is the effect of *tp53* heterozygosity [38]. We therefore hypothesized that this effect could be attributed to the role of Atm in suppressing ROS [10,18,21,22,24]. If the small liver phenotype in hUHRF1 larvae is attributed to elevated oxidative stress, then these larvae should be sensitized to additional oxidative stress and protected by antioxidants. We tested this by exposing hUHRF1 and WT siblings to 0.005% H_2_O_2_; this had no effect on liver size in WT larvae without hUHRF1, but significantly decreased liver size in hUHRF1 transgenics on 5 dpf (Figure 6A,B). We next used a range of concentrations of the antioxidant N-acetyl Cysteine (NAC) which were well tolerated by WT larvae (Supplementary Figure S4) to test if this had an effect on the significant reduction in liver size in hUHRF1 larvae that we observed at 7 dpf. Strikingly, the liver in hUHRF1 larvae treated with 40 or 100 μM of NAC were significantly larger than untreated hUHRF1 larvae, although this did not restore the size to what is observed in control, non-transgenic larvae (Figure 6C,D). This suggests that the redox balance in hepatocytes is disrupted by hUHRF1 overexpression, and that oxidative stress contributes to the pre-cancerous small liver phenotype in hUHRF1 larvae.

## 4. Discussion

This study uncovers a novel role of *atm* in the hepatocyte response to overexpression of the oncogene UHRF1. In this zebrafish model, the initial cellular response to UHRF1 overexpression is activation of tumor suppression mechanisms—i.e., senescence and cell death which restrict liver growth, resulting in a small for sized liver, hepatic insufficiency and death of animals with the smallest livers; those animals that survive past 15 dpf, HCC develops with a high incidence. [47]. Here, we show that *atm* mutation in larvae that overexpress hUHRF1 in hepatocytes further decreases liver size and survival. This is surprising because we previously reported that mutation of *tp53* has an opposite effect [38]. We thus investigated the non-canonical role of Atm in sensing and mitigating oxidative stress [14,18,57], and the data we present here suggests that this function, instead of its canonical role in the DDR, interacts with hUHRF1 overexpression, and paradoxically this role increases the survival or expansion of hUHRF1 overexpressing hepatocytes. In support of this, our data show that oxidative stress also enhances the small liver phenotype of hUHRF1 transgenics and that antioxidant treatment partially rescued this phenotype. Together, these data are consistent with a model whereby hUHRF1 overexpression causes oxidative stress which is mitigated, in part, by Atm, and that mutation of *atm* causes an elevation of ROS and potentially mitochondrial dysfunction, thereby preventing expansion of liver size, leading to hepatic insufficiency and death.

Our findings implicate non-canonical roles of Atm as a tumor suppressor and point to its important function in responding to and mitigating oxidative stress [13,14,20,21,24,25]. Indeed, patients with ATM mutation, ATM mutant mice and ATM deficient cells in culture all have elevated ROS levels [25,28,58]. This can cause DNA damage, mitochondrial dysfunction and disrupt protein function, all of which can be carcinogenic. Indeed, oxidative stress is implicated in several of the clinical manifestations of ATM deficient patients [13]. These high levels of ROS can cause irreparable damage to DNA, proteins and organelles and cause cell death, ultimately eliminating Atm deficient cells and, paradoxically, act in a tumor suppressive mechanism [59]. In support of this, we found that *atm*^−/−^ zebrafish are partially resistant to the abnormal phenotypes and lethality caused by a low level of oxidative stress. It is notable that the amount of H_2_O_2_ used in these experiments had no effect on Tp53 target genes involved in the DDR and did not change the liver size in control larvae, suggesting that this level of oxidative stress did not cause DNA damage. This is further supported by our finding that Tp53 did not suppress the morphological defects caused by this low level of H_2_O_2_.

The finding that this low level of oxidative stress synergized with hUHRF1 overexpression to reduce liver size supports our hypothesis that hUHRF1 overexpression either elevates ROS or depletes antioxidant defenses. This is relevant to the clinical use of NAC, as several studies show that it can augment tumorigenesis. One study showed that NAC treatment decreased oxidative stress and cell senescence in mouse lungs, leading to reduced emphysema but increased cancer initiation [60]. Others have shown that NAC in combination with other treatments increase cytotoxicity of anticancer drugs, promoting ROS-independent apoptosis [61]. In mouse and human HCC models, one study demonstrated that NAC increased tumor growth, tumor cell migration and metastasis [62], whereas another showed that NAC decreased HCC formation in response to chemical carcinogens and TLR depletion [63]. Our data suggest that NAC could alleviate the accumulation of ROS and therefore reduce oxidative damage to sublethal levels, thereby allowing precancerous cells to survive. If this is the case, we would predict that NAC treatment will increase tumorigenesis and therefore, the use NAC as a potential cancer treatment should be considered with caution.

The results reported here support a model in which hUHRF1 overexpression activates both *tp53* and *atm*, but via different mechanisms. Our finding that H_2_O_2_ exposure synergistically enhances the small liver phenotype in hUHRF1 larvae indicates that UHRF1 overexpression may have high levels of ROS, which then activates Atm to prevents further accumulation of ROS. Recent studies suggest that downregulation of UHRF1 in cancer cells generates oxidative stress [64,65], and it is possible that the high levels of UHRF1 overexpression in this zebrafish model and in precancer cells exerts a dominant negative effect to suppress anti-oxidant defenses. Our findings point to Atm as a key factor that responds to UHRF1 overexpression and suggests the paradoxical function of Atm in pre-cancerous hepatocytes to sustain liver expansion, providing sufficient hepatic function to support survival. In this model, when *atm* is absent, the liver fails to expand and those animals with the smallest livers do not survive past 15 dpf, precluding the formation of tumors. Whether the *atm^−/−^;* hUHRF1 animals that maintain sufficient liver function to survive past 15 dpf develop liver cancer remains to be investigated. We predict that the dramatic reduction in liver size in *atm^−/−^;* hUHRF1 larvae between 5–7 dpf is due to cell death and, possibly, that hUHRF1-overexpressing hepatocytes are pruned by innate immune cells. Future experiments will be needed to determine the mechanism of liver size regulation in response to Atm loss and UHRF1 overexpression.

There are some additional questions raised by these studies that require further investigation. The allele reported here displays different phenotypes from an *atm* zebrafish mutant allele that was recently reported to have defects in germ cell development and movement [17]. It is possible that different genetic backgrounds or husbandry conditions could modify the penetrance of *atm* dependent phenotypes. An unanswered question is what is the mechanism of Tp53 activation by UHRF1? While our studies do not rule out a direct role of Atm in Tp53 activation, it is also possible that epigenetic changes induced by hUHRF1 overexpression could directly activate the expression of Tp53 or that single-stranded DNA breaks could lead to activation of ATR, Chk1 and Tp53. Our preliminary findings indicate that Atr inhibition in hUHRF1 larvae does not affect liver size, however, further analysis is required to determine if this branch of the DDR is required for Tp53 activation in this model. Finally, in these studies we use liver size as a proxy for senescence, which our previous studies have demonstrated is a response to acute overexpression of hUHRF1 in hepatocytes. Since senescence is a highly pleiotropic cellular response and lacks any definitive markers [2], we used liver size as a phenotype that is directly relevant and easy to measure. However, there are other processes that can influence organ size, and it will be important for future studies to examine how the molecular and cellular traits of senescence are affected by *atm* in this model.

## 5. Conclusions

There are three main conclusions from this study that are relevant to cancer. First, we generate a new animal model to study the important tumor suppressor, *atm*. This will provide a useful tool to complement studies in mice and in tissue culture that have highlighted the diverse functions of this gene. Second, we found that *atm* loss protects against both DNA double-strand breaks as well as oxidative stress in zebrafish. Third, we uncover a surprising role for *atm* and for oxidative stress in regulating the expansion of precancerous hepatocytes in the setting of hUHRF1 overexpression. This is highly relevant, as hUHRF1 is overexpressed in nearly all cancer types where it is proposed to function as an oncogene by generating genome instability [66,67]. Our findings suggest that in the absence of *atm*, UHRF1 overexpression is highly cellular toxic, leading to elimination of hepatocytes and, ultimately, hepatic insufficiency and larval death. This finding opens potential avenues to pursue for combination therapy that could eliminate UHRF1-overexpressing cells in the pre-cancer stages.

## Figures and Tables

**Figure 3:**
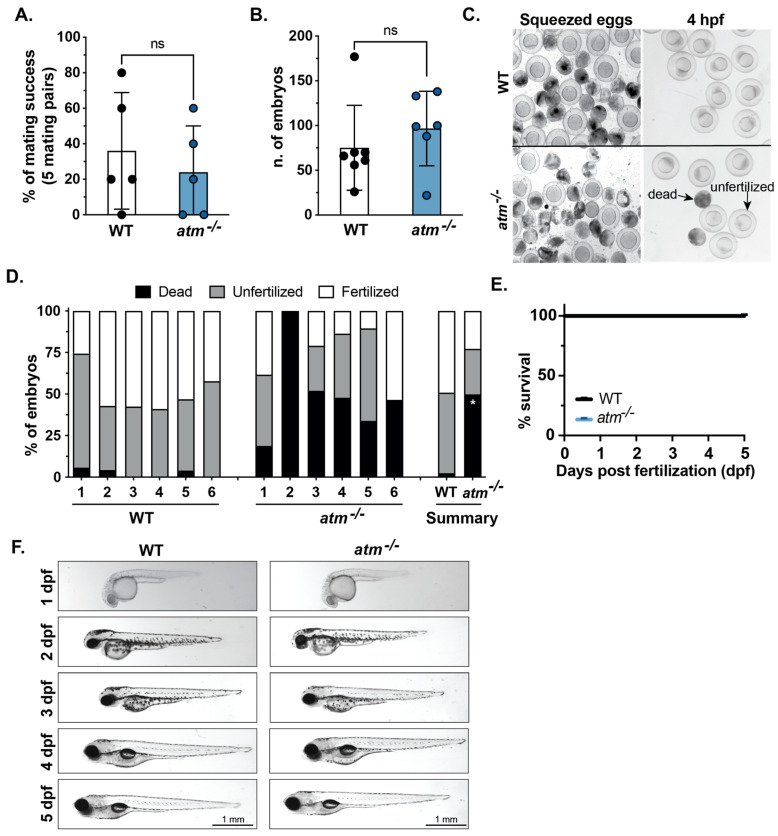
*atm* mutation is well tolerated in zebrafish embryos. (**A**) The percentage of mating success calculated from 5 individual pairs over 6 independent matings for WT and *atm*^−/−^ mutants. Each dot indicates the average success of each mating pair based on the production of any embryos. (**B**) The number of embryos generated for paired mating of WT and *atm*^−/−^ adults. Each dot indicated a different mating. (**C**) Images of WT and *atm*^−/−^ mutants after squeezing and at 4 h post-fertilization (hpf) showing fertilized, unfertilized and dead embryos. (**D**) Stack bar indicates dead, fertilized, and unfertilized as categorized in panel C for individual mating pairs of WT and *atm*^−/−^ mutants. Summary stack bars show the average of each phenotype for WT and *atm*^−/−^ mutants. (**E**) Survival curve of WT and *atm*^−/−^ mutants from 1 to 5 dpf indicates no significant differences between fertilized embryos of WT and *atm*^−/−^ mutants. (**F**) Representative images of live WT and *atm*^−/−^ mutants from 1 to 5 dpf show no observable morphological differences are detected. Values are expressed as the mean ± SD and were compared by unpaired *t*-test. Significant differences are indicated as follows: ns *p* > 0.05 (non-significant), * *p* < 0.05.

**Figure 6:**
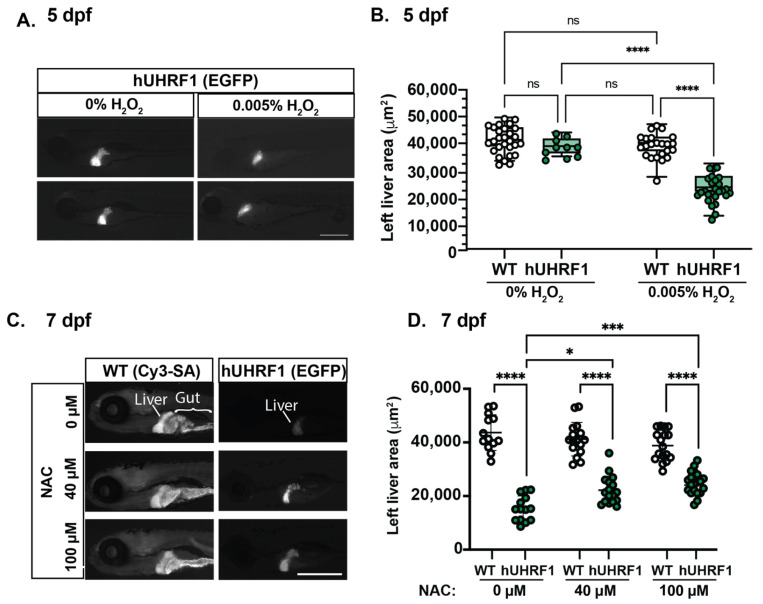
The small liver phenotype caused by hUHRF1 overexpression is enhanced by H_2_O_2_ exposure and reversed by NAC treatment. (**A**) hUHRF1 transgenic larvae and their non-transgenic siblings were untreated or treated with 0.005% H_2_O_2_ for 40–42 h and collected at 120 hpf. The left liver area was measured using the EGFP fluorescence (hUHRF1 transgenics) or CY3-SA staining (WT). (**B**) Left liver lobe area is significantly smaller in hUHRF1 larvae treated with 0.005% H_2_O_2_ compared to non-transgenic siblings treated with H_2_O_2_ and compared to untreated hUHRF1 larvae. The median is indicated by the horizontal line in the box and the whiskers represent the range of measurements. (**C**) hUHRF1 transgenic larvae and their non-transgenic siblings were untreated or treated with 40 or 100 μM of NAC from 4 dpf to 7 dpf and imaged at 7 dpf for left liver area on EGFP fluorescence (transgenics) or CY3-SA staining (controls). (**D**) Liver size is significantly smaller in hUHRF1 larvae compared to non-transgenic siblings at 7 dpf and NAC treatment increases the size of the liver in transgenic larvae. Experiments were performed in 2–3 clutches with at least 9 animals per clutch. Each dot represents 1 liver. Scale bar: 500 µm. Values are expressed as the mean ± SD and were compared by two-way ANOVA with Tukey’s multiple comparisons test (**B**,**D**). Significant differences are indicated as follows: ns *p* > 0.05 (non-significant), * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001.

**Table 1:** Differentially expressed genes in 5 dpf zebrafish livers with hUHRF1 overexpression in hepatocytes based on bulk RNA-seq analysis.

hUHRF1 vs. WT at 5 dpf	n. Genes
Total identified genes (base mean > 0)	21,642
Significant differentially expressed genes (DEGs; padj < 0.05)	5327
Significant upregulated genes (padj < 0.05 & Log2 fold change > 1.5)	1254
Significant downregulated genes (padj < 0.05 & Log2 fold change < −1.5)	1069

## Data Availability

All the datasets used in this paper are available as GEO datasets under the number GSE227735. Code used to generate the Figure 1 is available on https://github.com/SadlerEdepli-NYUAD (accessed on 19 March 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15082302/s1, Table S1: List of primers used in this study; Table S2: Ingenuity Pathway Analysis results; Video S1: *atm*^−/−^ adult fishes have no defect in their motility or morphology; Figure S1: Survival with different concentrations of Etoposide and H_2_O_2_; Figure S2: *tp53* target genes are not induced in 5 dpf larvae treated with H_2_O_2_. Figure S3: Comparison between Cy3 and EGFP method shows no significant differences between left lobe liver size measured by Cy3 or EGFP fluorescence. Figure S4: Phenotype of WT and *hUHRF1* larvae after NAC treatment.

# Supplementary material for: atm Mutation and Oxidative Stress Enhance the Pre-Cancerous Effects of UHRF1 Overexpression in Zebrafish Livers
**Source:** Cancers (Basel). 2023 Apr 14;15(8):2302. doi: 10.3390/cancers15082302
**Supplement:** Supplementary file 1

| Primer ID                | Application           | Forward Sequence 5'-3'                                                 | Reverse Sequence 5'-3'   | Source                |
|--------------------------|-----------------------|------------------------------------------------------------------------|--------------------------|-----------------------|
| <i>tp53</i>              | qPCR                  | CAGGCCCATCCTCACAATCA                                                   | ACACGCACCTCAAAGACCT      | New                   |
| <i>atm</i>               |                       | GTGTGCTGCAGAGGACTTGA                                                   | ATCCCAGGTGAGCTGTTTGG     | New                   |
| <i>ccna2</i>             |                       | CTCCATGTCTGTGCTGAGGG                                                   | TACACAACTCCGCCACCTC      | New                   |
| <i>ccnd1</i>             |                       | ACTTCCTTGCCAAACTGCCTA                                                  | GGAGGGCTTGCATGAAGTT      | New                   |
| <i>ccng1</i>             |                       | GCTCCGACTGCTCTTCACTT                                                   | AACTGTGCCTCAAGCCTCTC     | New                   |
| <i>cdkn1a</i>            |                       | TCCTGAGGAGATCTGAAACCTT                                                 | CGAGTGAACGTAGGATCCGC     | New                   |
| <i>mdm2</i>              |                       | TCTACCTCACAACAGCAGCG                                                   | GTCAGGAAAAGCTGTCCGA      | New                   |
| <i>sod1</i>              |                       | CGTCCATGCTTTTGGTGACAA                                                  | GTCTCCGACGTGTCTCACA      | New                   |
| <i>prdx1</i>             |                       | ATCGCCTTCAGTGATGCTGC                                                   | TTTTGGTCCAGGCAAGATGGC    | New                   |
| <i>txn</i>               |                       | GGATGATGCACAGGATGTGGC                                                  | CAGCTTGGATTGGTTAGATCCAGA | New                   |
| <i>gpx1a</i>             |                       | GTAACACAGCGGCTTCTACG                                                   | GGCACTTTAATCATGACTGCAC   | New                   |
| <i>gclc</i>              |                       | AACCGACACCCAAGATTCAGCACT                                               | CCATCATCCTCTGGAACACCTCC  | New                   |
| <i>sgRNA- atm</i>        | Generation of sgRNAs  | ATTTAGGTGACACTATA <u>GATCGTACATCAGGAAGCAA</u> GTTTTAGAGCTAGAA<br>ATAGC |                          | New                   |
| Universal reverse primer |                       | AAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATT<br>TTAACTTGCTATT  |                          | Irion et al., 2014    |
| <i>atm</i>               | T7e1 assay and Sanger | CATAGATTCCTTGTTGGGCCTGT                                                | CGCCTGCAGAACGGAAGTATTA   | New                   |
| <i>tp53 (mut)</i>        | Genotyping            | GATAGCCTAGTGCGAGCACACTCTT                                              | AGCTGCATGGGGGGGAA        | Berghmans et al. 2005 |
| <i>tp53(WT)</i>          |                       | GATAGCCTAGTGCGAGCACACTCTT                                              | AGCTGCATGGGGGGGAT        | Berghmans et al. 2005 |

Supplemental Table S1: List of primers used in this study.

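The primers listed under qPCR amplify complementary DNA made from whole larvae and served to compare expression between genotypes and treatments, with rplp0 as the reference gene. The oxidative stress panel covers sod1, prdx1, txn, gpx1a and gclc. In the RNA-seq of 5 dpf livers, the symbol prdx1 named a pair of genes, ENSDARG00000025350 and ENSDARG00000058734, so that 6 genes stand for the oxidative stress panel. The remaining primers serve to make the guide RNA for the atm mutant and to genotype the lines.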

Supplemental Table S2: Ingenuity Pathway Analysis results. Excel sheet attached

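Each line of the table is a canonical pathway of the Ingenuity database. It gives the negative logarithm of a p-value for the overlap between the pathway and the DEGs, the ratio of DEGs to all genes of the pathway, a z-score whose sign is the predicted activation (positive) or inhibition (negative), and the human symbols of the DEGs found in the pathway. The paper's table lists 689 pathways, 474 of them with a z-score, of which 218 are positive and 219 negative. In the copy used here the molecules of 50 pathways are incomplete, and these pathways were not compared with the counts.
For pathways with a complete list, the molecules were matched to zebrafish genes by symbol. The molecules are DEGs of these same livers, so that the counts below are not independent evidence. Oxidative Phosphorylation has a z-score of -6.782 in the paper's table. Of the 48 genes matched to its molecules, 47 were lower in hUHRF1 livers, with a median L2FC of -0.68, and 37 had an adjusted p-value under 0.05. LXR/RXR Activation, with the paper's z-score of -4.542, matched 48 genes with a median L2FC of -1.09, of which 34 were called lower and 6 higher. For ATM Signaling the paper's z-score is 0.905, but the negative logarithm of its p-value is 0, so that the table shows no enrichment of DEGs in it. Of its 18 matched genes 9 were called higher and 3 lower. The highest z-score of the table, 4.315, is that of Granzyme A Signaling. Of its 26 molecules, 18 are subunits of mitochondrial complex I, and all 18 genes matched to them were lower in hUHRF1 livers (median L2FC -0.60), 13 of them with an adjusted p-value under 0.05.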

Supplemental Video S1: *atm*<sup>-/-</sup> adult fishes have no defect in their motility or morphology. 14 months homozygous mutant (*atm*<sup>-/-</sup>) adults have no evidence of motility or anatomical defects compared to WT.

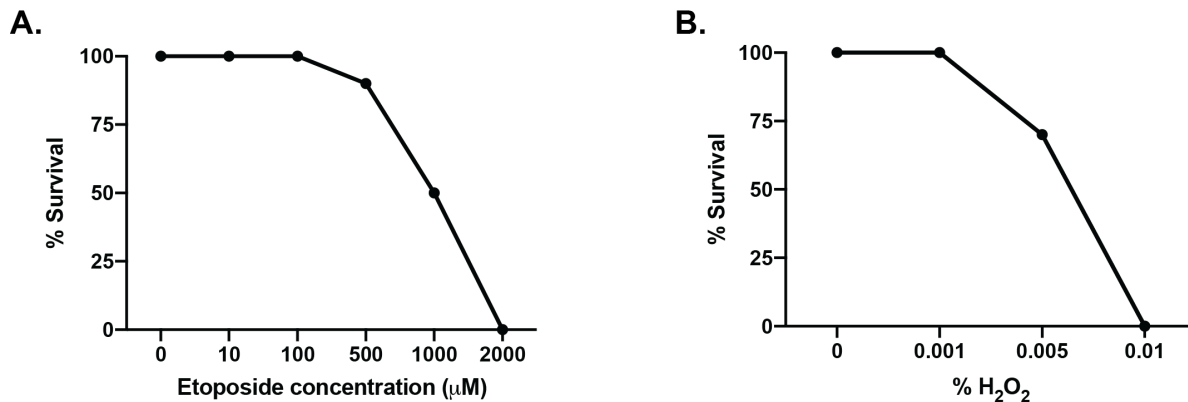

Supplemental Figure S1: Survival with different concentrations of Etoposide and H<sub>2</sub>O<sub>2</sub>. A. Embryos were treated with a range of etoposide or B. hydrogen peroxide (H<sub>2</sub>O<sub>2</sub>) concentrations to identify the optimal treatment protocol for each toxicant.

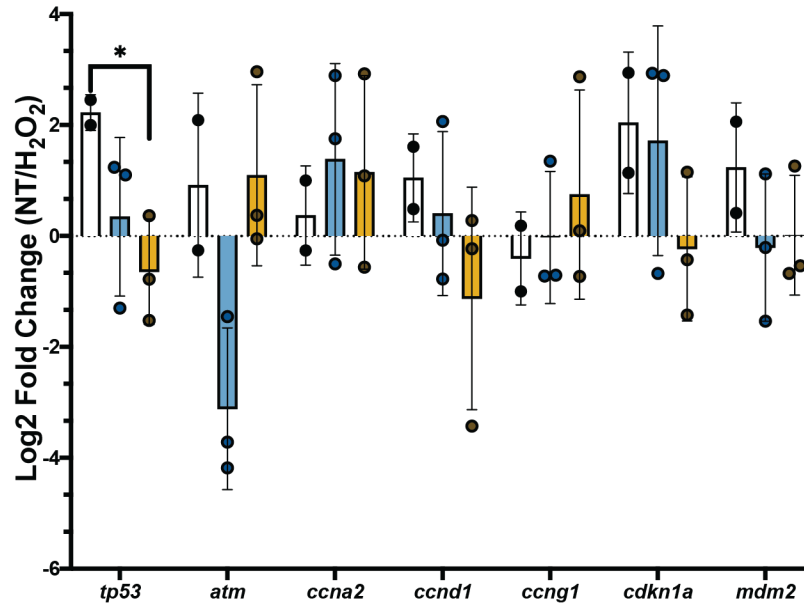

**Supplemental Figure S2: *tp53* target genes are not induced in 5dpf larvae treated with H<sub>2</sub>O<sub>2</sub>.** The log2 fold change of WT, *atm*<sup>-/-</sup> and *tp53*<sup>-/-</sup> 5dpf embryos treated with H<sub>2</sub>O<sub>2</sub> compared to untreated embryos of the same genotype. The experiment was performed on pools of larvae from 2-3 independent clutches for each genotype, with each dot representing values in a single clutch. Values are expressed as the mean ± SD and were compared by two-way ANOVA with Tukey's multiple comparisons test. Only significant differences are indicated as follows: \*p<0.05.

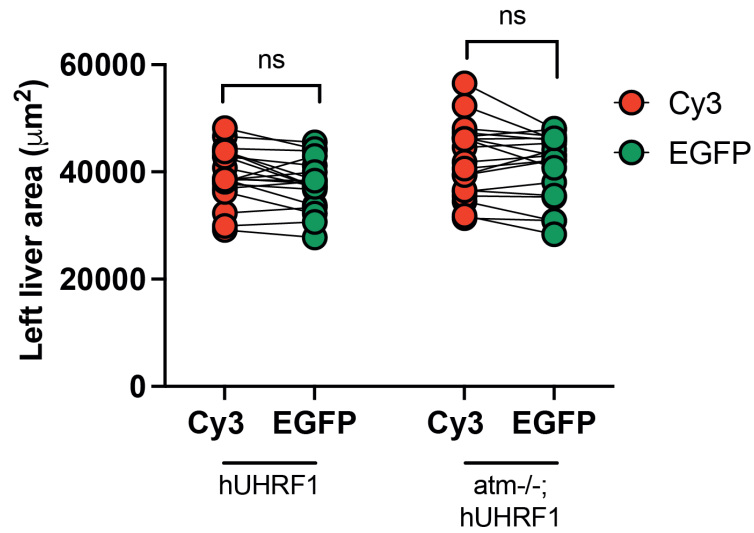

**Supplemental Figure S3: Comparison between Cy3 and EGFP method shows no significant differences between left lobe liver size measured by Cy3 or EGFP fluorescence.** Liver size of *hUHRF1* and *atm<sup>-/-</sup>; hUHRF1* at 5 dpf measured by Cy3 and GFP was performed in 2 clutches with at least 6 animals per clutch. Each dot represents 1 liver. Significance was measured by unpaired t- test, ns indicates non-significant, \*\*\* indicates p-value < 0.000001.

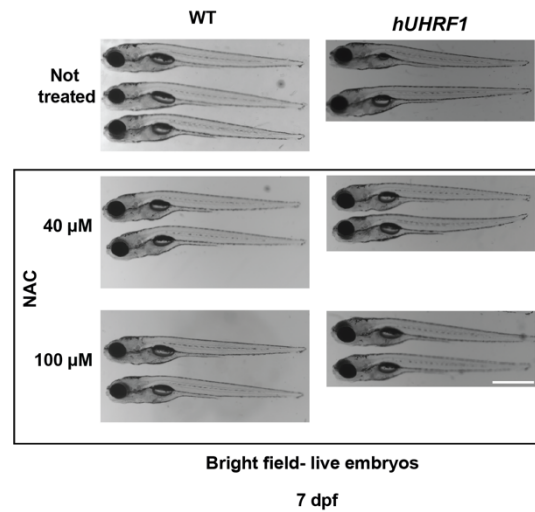

**Supplemental Figure S4: Phenotype of 7dpf WT and *hUHRF1* larvae after NAC treatment.** Bright field imaging of control and *hUHRF1* embryos at 7 dpf with no treatment, 40 or 100  $\mu\text{M}$  of NAC show normal looking with no overt phenotype. The experiment was performed on a pool of 10 larvae from 4 independent clutches for a total of 40 embryos. Scale bar: 500  $\mu\text{m}$

How the deposited data were processed for this re-analysis (not part of the article)

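RNA-seq was measured in 11 libraries of livers dissected from larvae at 5 dpf, 5 from hUHRF1 larvae and 6 from WT siblings. The authors removed adaptors, aligned the reads to GRCz10 with HISAT2 at its default parameters and counted reads per gene with HTSeq, and the deposited values are these counts without normalization. Samples were grouped by the condition their labels state. IPA and its database were not used here, and the qPCR, imaging and survival experiments were not analysed here.
Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept with edgeR's filterByExpr by condition (minimum count 10, minimum total count 15), which left 15838 of 32105 gene IDs. Libraries were scaled with TMM factors, and the conditions were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes. A gene was called with an adjusted p-value under 0.05, and called up- or downregulated with an L2FC beyond 1.5 in either direction. CPM values were computed on the TMM scale, and log2 CPM with a prior count of 2. Folds against a condition whose libraries all had 3 counts or fewer were computed against a floor of 3 counts and are lower bounds. Intervals and floors cover counting error only.
Gene lists were tested with camera at a preset correlation of 0.01 on log2 CPM, with adjustment over the 11 functional lists and separately over the 9 lists of cell type markers. The functional lists reported cover hepatocyte genes, cytochrome P450 families 1 to 4, nuclear genes of oxidative phosphorylation, mitochondrially encoded genes, ribosomal proteins, interferon response, DNA damage and repair, antioxidant genes, proliferation and the senescence-associated secretory phenotype. The marker lists cover exocrine pancreas, intestine, erythrocytes, macrophages, neutrophils, biliary cells, endothelium, endocrine pancreas and muscle. One gene, and the list and pathway that need it, are not reported here, although counts over all genes or lists include them.
Human and zebrafish symbols were matched to names of Ensembl IDs by the symbol in any case, and otherwise by the symbol with a suffix of duplicated genes. This rule was set after the table of names was seen and before any test. A name was known for 26269 IDs. The genes named are those of Figure 1D and the qPCR primers, uhrf1, the 5 largest increases and 5 largest decreases among called genes with an average log2 CPM of at least 2 and one direction in all 5 clutches with both conditions, and the 3 genes with the smallest adjusted p-values of Figure 1C and of each functional list. This gave 60 genes, of which 59 were tested and 50 called. Genes named outside this rule are marked where they appear.
Clutch numbers were checked for pairing by correlating, over genes, the deviation of each pool from the mean of its condition. Pools of the same clutch had correlations between 0.196 and 0.512. The comparison without pairing is reported, and the one with clutch as a replicate block, which called 5566 genes, is an alternative. Other alternatives were DESeq2's size factors, library size only, DESeq2, no filter on low counts, at least 10 counts in every library, the group of clutches as a term, each group of clutches alone, each library left out in turn, fry or an estimated correlation for lists, and a prior count of 0.5. Removal of the 2 most abundant genes, down-sampling of every library to 9064943 counts and, for numbers of DEGs only, DESeq2 with clutch or the group of clutches as a term, without its filter on Cook's distance, without independent filtering and with each library left out were added after the data were seen. The comparison was repeated on 100 of the 462 splits of the libraries into 5 and 6, drawn with a fixed seed and including the real one, and on the 32 splits that part all pairs.
The procedure was tested on simulated data in which 200 genes were changed by 2 on the log2 scale, as many raised as lowered. Genes were drawn independently, without clutch effects and with far fewer changes than in the livers. The rates hold for that setting only, and they do not judge the fit with clutch as block on paired clutches. Of the 190 that passed the filter, edgeR called 165 (86.8%), and 4.62% of its calls were unchanged genes. DESeq2 called 178 of 200 (89%), with 18.0% of calls unchanged, and the fit with clutch as block called 146 of 190 (76.8%), with 3.31% unchanged. Camera and fry called the raised list and 0 of 6 lists that share no gene with it. Since the simulated genes were uncorrelated, this does not measure false calls of lists whose genes vary together.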

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

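The tests of the exocrine and macrophage lists and of reads shared between paralogs were chosen only after the result was seen.
In the pools of one condition, 14 of 166 groups of values held a pool far from the others, measured as its gap to the nearest pool divided by the range, where chance gives 8.3. No explanation was tested for a single pool. In the hUHRF1 pool of clutch 7 the ratio was 0.962 for cdkn1a (log2 CPM 6.66, others 6.06 to 6.08), 0.811 for igf2a (3.99, others 4.98 to 5.22) and 0.717 for si:ch1073-126c3.2 (3.45, others 1.26 to 1.88). In the hUHRF1 pool of clutch 9 it was 0.754 for ccnd1 (5.75, others 5.00 to 5.19) and 0.906 for atm (2.09, others 3.54 to 3.69), and in that of clutch 6 it was 0.795 for traf4 (4.28, others 3.68 to 3.80). In the WT pool of clutch 5 it was 0.658 for cdkn1a (3.08, others 4.85 to 5.77) and 0.684 for gclc (7.91, others 6.39 to 6.87). In the WT pool of clutch 6 it was 0.677 for si:ch211-133n4.9, 0.673 for si:ch1073-126c3.2 and 0.631 for ptgdsa, and in the WT pool of clutch 7 it was 0.744 for b2m. For nr0b2b it was 1, since all 2 WT counts fell in the pool of clutch 4. Without WT clutch 5 the gclc L2FC was -0.53, and the calls of igf2a, si:ch1073-126c3.2, traf4, si:ch211-133n4.9, ptgdsa and b2m held without each library in turn.
The paper's text does not discuss nr0b2b, although Supplemental Table S2 lists NR0B2 in pathways of nuclear receptors. It was at least 82.9-fold higher in hUHRF1 livers. Among 64 genes over 3 counts in every hUHRF1 pool and at or under it in every WT pool, against 2 the other way, it had the most counts. Reads moved from its paralog nr0b2a would leave the sum of the genes level, but the sum was 4.68 times as high in hUHRF1 pools, and nr0b2a was level (4.87 and 4.94 CPM). The neighbourhood of the transgene insertion, or of a haplotype linked to it, would change its neighbours. The 20 nearest tested genes, in the gene order of GRCz12tu, where 70.3% of tested genes could be placed, had a median absolute L2FC of 0.48, and a share of 0.566 of random stretches was changed as much. Among them, however, NUDC, the next tested gene on one side, rose (L2FC 2.36, adjusted p = 7.4e-06, edgeR), and kdf1b, the next on the other side, fell (L2FC -0.87), both named after their values were seen. A change of a wide stretch is thus not seen, but an effect of the insertion or of a linked haplotype on nr0b2b and the genes beside it cannot be told apart from a response of hepatocytes to the transgene, since a median over 20 genes does not measure the nearest ones.
Exocrine pancreas markers had a median L2FC of 1.59 (adjusted p = 1.1e-04, camera; adjusted p = 0.039, fry), higher in 4 of 5 pairs of pools, and are not discussed in the paper's text. A fry p-value as small arose in 5 of 100 splits of the libraries, so that the rise itself is weakly supported. The most significant were ela2 (L2FC 1.92) and amy2al2 (L2FC 2.46). A lower share of hepatocytes would raise markers of every other cell type alike, but macrophage markers rose more than endothelial ones by 1.44 ± 0.31 on the log2 scale (SD, n = 5). This argues against such a share as the whole cause of the macrophage rise, but it does not measure exocrine markers. The markers moved together, the library medians ranging over 4.18 against a spread between markers in one library that was smaller by a factor of 9.77. Pancreas tissue dissected with the liver would give this, but so would a shared change in the expression of these genes, and they cannot be told apart here. Of the 17 markers, 16 had a mean of at least 1 CPM in WT livers, and in clutch 6 the list was lower in the hUHRF1 pool than in the WT pool.
Macrophage markers had a median L2FC of 1.73 (adjusted p = 1.4e-08, camera, and adjusted p = 1.1e-05, fry) and were higher in 5 of 5 pairs. The most significant were ctss2.1 (L2FC 3.01), mpeg1 (L2FC 1.81) and spi1 (L2FC 2.77). The paper's text does not name macrophages, but it places immunity among the upregulated pathways. For hUHRF1 larvae with the atm mutation it also raises the possibility that innate immune cells remove hepatocytes. The same difference of 1.44 from endothelial markers argues against a lower share of hepatocytes as the whole cause, provided that endothelial expression itself did not change. A part of the rise remains open to a lower share. Blood carried over would raise erythrocyte markers, but they changed by -0.58 ± 0.63 on the log2 scale over the pairs (SD, n = 5), which argues against it. Macrophage markers changed by 1.79 ± 0.53 (SD, n = 5). More macrophages in the liver, or higher expression in them, may explain the rise and were not told apart by a test.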

How the results depend on the processing

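Normalization, filters, gene lists, tests and alternatives were set before the data were examined, except removal of the 2 most abundant genes, down-sampling and further runs of DESeq2, which were chosen only after the result was seen. Where no cause is given below, the cause was not tested.
With library size only, which leaves the difference in composition uncorrected, DEGs rose to 8860, those with an adjusted p-value under 0.005 to 4659 and upregulated DEGs to 3103, and downregulated DEGs fell to 167. It called 5 downregulated Figure 1C targets and 2 oxidative stress genes, and the L2FC changed sign for ccnd1 (0.74), atm (0.73), sod1 (0.28), PRDX1 ENSDARG00000025350 (0.14), gpx1a (0.32), txn2 (0.12) and txnrd3 (0.0036). The adjusted p-values of the interferon, proliferation and secretory phenotype lists became 0.0943, 0.115 and 0.0899, and 4 cell type lists were called.
DESeq2 gave 3137 DEGs with an adjusted p-value under 0.005 and 2 oxidative stress genes. Of the DESeq2 runs added later, the number under 0.005 was 3532 with clutch as a term and without the WT pool of clutch 5, 3812 with the group of clutches as a term, 3141 without its filter on Cook's distance and 2996 without independent filtering. With at least 10 counts in every library, 379 genes were upregulated, fewer since fewer genes were tested, 2 oxidative stress genes were called, and ccnd1 and atm had L2FCs of 0.066 and 0.016. Down-sampling gave 0.0055 and 0.020 for these genes. Clutch as a replicate block called 6 oxidative stress genes and the group of clutches as a term called 5. With the block the secretory phenotype list had an adjusted p-value of 0.0501, and no other list or count beyond these crossed its limit.
Clutches 4 to 6 alone, with fewer pools, gave 1784 DEGs, 19 with an adjusted p-value under 0.005, 521 upregulated, 13 upregulated and 10 downregulated Figure 1C targets and 0 oxidative stress genes, with L2FCs of 0.31 for atm and -0.31 for prdx1 ENSDARG00000058734. Clutches 7 to 9 alone gave 2541 DEGs, 491 with an adjusted p-value under 0.005 and 16 downregulated Figure 1C targets, with an L2FC of 0.11 for ccnd1.
With the correlation estimated by camera, 0 functional and 0 cell type lists were called. The adjusted p-values were 0.0720 for hepatocyte genes, 0.202 for cytochrome P450, oxidative phosphorylation, ribosomal proteins and the secretory phenotype, 0.226 for mitochondrial genes, 0.278 for interferon and DNA damage lists and 0.413 for proliferation. Under fry the adjusted p-value of proliferation was 0.0856, and 6 cell type lists were called.
Across the 11 fits that each left out one library, DEGs ranged from 3881 to 4504, those with an adjusted p-value under 0.005 from 1327 to 1742 (from 2510 to 3072 with DESeq2), upregulated DEGs from 748 to 898 and downregulated DEGs from 485 to 630. The L2FC ranged from -0.17 to 0.10 for ccnd1 and from -0.19 to 0.14 for atm. The number of oxidative stress genes called ranged from 0 (without hUHRF1 clutch 4 or 9) to 2. The adjusted p-value ranged from 0.0315 to 0.0763 for the secretory phenotype, from 0.0340 (without hUHRF1 clutch 8) to 0.278 for the antioxidant list, from 0.0180 (without WT clutch 9) to 0.282 for the erythrocyte list and from 0.379 (without hUHRF1 clutch 6, where the direction reversed) to 0.855 for the intestine list. Among the named genes, calls were lost for 15 in clutches 4 to 6 alone and for 6 in clutches 7 to 9 alone. With library size only they were lost for 8 genes whose L2FC kept its sign. They were also lost there for txn2 and txnrd3, whose L2FC changed sign. The depth limits genes near the floor: cdkn2c could not be tested.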

Differences from the paper's values

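Down-sampling and the further runs of DESeq2 are the tests in this part that were chosen only after the result was seen. The paper gives 1069 downregulated genes, and 563 were found here. None of the 20 alternatives set before the data were examined came within 1.5 times the paper's value, with numbers from 167 to 699. Of the runs added later, DESeq2 came within it with clutch as a term and without the WT pool of clutch 5 (714), with the group of clutches as a term (762) and, across 11 fits that each left out one library (590 to 786), without the hUHRF1 pool of clutch 7 (786), 8 (765) or 9 (730) and without the WT pool of clutch 4 (724) or 6 (739). DESeq2 without its filter on Cook's distance (701) or without independent filtering (686) did not. The paper gives 1254 upregulated genes, and 837 were found here, just within 1.5 times the paper's value. Of the 20 alternatives set before the data were examined, 6 came within it for upregulated genes and 14 did not. Their numbers ran from 379 to 3103, with 1137 for DESeq2.
The paper's results text gives 5327 DEGs at an adjusted p-value under 0.005, and 1917 were found here at that threshold. Of the alternatives set before the data were examined, library size only, with 4659, came within 1.5 times the paper's value and the other 19 did not. Of the DESeq2 runs added later, the one with the group of clutches as a term (3812) did, and the one with clutch as a term (3532), the others and the 11 fits that left out one library (2510 to 3072) did not. Table 1 gives the same 5327 at an adjusted p-value under 0.05, which is also the threshold of the methods. At that threshold the number here was 4612, and with DESeq2, which the paper used, it was 5383. The paper's number is thus near those found at 0.05, and the threshold in its results text may not be the one used.
Figure 1D and the text on the qPCR panel present the panel genes as higher in hUHRF1 livers. Here atm had an L2FC of -0.06 and ccna2 one of 0.65 with an adjusted p-value of 0.492. Neither was called under any alternative that tested it. The filter of at least 10 counts in every library left ccna2 untested. For ccnd1 the L2FC was -0.01, and it was called with library size only (L2FC 0.74). The gene cdkn2c had too few counts to be tested. The adjusted p-value of cdkn1a was 0.0532, and it was called with library size only, DESeq2, at least 10 counts in every library, clutch as a replicate block (L2FC 0.76), the group of clutches as a term, without WT clutch 5 and without WT clutch 7 and, chosen after seeing the values, with down-sampling. Figure 1C draws EGFR as downregulated, and egfr had an L2FC of 0.98 here.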

Other observations

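The tests of the interferon list in clutch 9, of the mitochondrial genes, of Granzyme A Signaling, of pancreas tissue, of the share of the 2 most abundant genes, of fry in place of camera with a covariate, a term or equal depth and of the other splits, apart from the split test of the number of DEGs, were chosen only after the result was seen.
Other splits of the 11 libraries into 5 and 6 were compared with the real one, which counts as one of 100. A number of DEGs as large arose in 1 of 100 splits, as did a number with an adjusted p-value under 0.005 (1) and of upregulated DEGs (1). The counts of Figure 1D genes (1) and of Figure 1C upregulated (1) and downregulated targets (1) were as large in 1 of 100 as well, which is no test, since these genes were chosen from the real grouping of these livers and the other splits gave 0. For downregulated DEGs it was 2 of 100. The other split, which gave 729, had 0 hUHRF1 pools in its group of 5, so that all hUHRF1 pools stayed together and much of the real contrast was kept. The median number of DEGs over the splits other than the real one was 0. The split of clutches 4 to 6 against 7 to 9 gave 146 DEGs. Functional lists called by camera were as many in 4 of 100 splits and those called by fry in 2. Cell type lists were as many in 77 of 100 with camera, so that their number by camera is no evidence of a difference, and in 1 with fry. Among the 32 splits that part all pairs, the real one gave the most DEGs. The next, with 1268, again kept all hUHRF1 pools together.
Hepatocyte genes were lower and immune genes higher. If pancreas tissue carried over in dissection lowered hepatocyte genes, they would fall with its amount, but over the hUHRF1 pools the exocrine list ranged over 3.27 on the log2 scale and the hepatocyte list over 0.61, which argues against pancreas as the whole cause of their fall. Other tissue around the liver cannot be told apart from a change in the liver: muscle markers were not called, intestine markers went both ways, and erythrocyte markers (median L2FC -0.53, not called) track blood only. With the group of clutches as a term the larger adjusted p-value of the hepatocyte and interferon lists was 0.0253 (fry). At equal depth, meaning equal total counts before TMM scaling, the larger of these adjusted p-values was 0.00914 (fry). The interferon list then held 12 genes in place of 16. Camera values do not decide here, since a camera p-value as small as that of the interferon list arose in 36 of 100 splits, against 1 with fry. The fry values argue against the group of clutches and library size as the whole cause. The share of counts in the 2 most abundant genes differed between the conditions by -0.31 percentage points, less than its SD between pools (0.98 and 2.56), which argues against a different share of them as a cause of the number of DEGs. Their removal (4599 DEGs) moved almost nothing and is no further test.
With the proliferation list as a covariate the median L2FC of the DNA damage and repair list fell from 0.83 to 0.32. A camera p-value as small as that of this list arose in 27 of 100 splits, so that its adjusted p-value with the covariate (0.0189, camera) does not decide. Under fry, where 4 of 100 splits gave a p-value as small without the covariate, the adjusted p-value with it was 0.00423 (fry), which argues against dividing cells as the whole cause, while a part of the rise remains open to them. The adjusted p-value of uhrf1 became 0.134 with this covariate, and its L2FC went from 0.95 to 0.68. The covariate also lowered the number of DEGs from 4612 to 3146, so that the lost call of uhrf1 does not decide. More dividing cells remain open as a cause of the uhrf1 rise, in part or in whole, and a contribution of reads from the human transgene was not tested.
The interferon list was highest in the hUHRF1 pool of clutch 9, at 2.37 against 0.46 to 1.22 in the others. More leukocytes would raise macrophage markers there, but they were at 1.85, within the range of the other hUHRF1 pools (1.47 to 2.05). A difference shared by siblings would raise the WT pool of clutch 9, which was at -0.39. No other biological explanation was tested.
Mitochondrially encoded genes fell more in clutches 7 to 9. A difference shared by both conditions would appear in WT pools, where the groups of clutches differed by -0.23 against -1.15 in hUHRF1 pools. Of the 10 splits of the 5 clutches into 2 and 3, 1 gave a difference as large, and with so few splits chance cannot be told apart from a difference between the groups. In the test of a difference of the hUHRF1 effect between the groups, 0 genes had an adjusted p-value under 0.05, and 604 had an unadjusted p-value under 0.05 where chance gives 792.
Granzyme A Signaling has the highest z-score of Supplemental Table S2, and the genes of mitochondrial complex I in it had a median L2FC of -0.60 (0.18 with library size only, against 0.83 for all genes). A score that counts their fall relative to other genes as activation is a candidate explanation.
Of the 6 genes of the oxidative stress panel, 1 was called, gclc (L2FC -0.86, adjusted p = 0.026, edgeR), also adjusted over the list alone, and this call was lost without the hUHRF1 pool of clutch 4 or 9, with library size only and in each group of clutches alone. The L2FCs of the others were -0.48 for sod1, -0.62 for PRDX1 ENSDARG00000025350, 0.39 for prdx1 ENSDARG00000058734, 0.40 for txn and -0.45 for gpx1a. Pools of one clutch resemble each other, and with clutch as a replicate block all 6 were called, prdx1 ENSDARG00000058734 with an L2FC of 0.94 (adjusted p = 0.0092, edgeR), while 5 were called with the group of clutches as a term. The L2FC of this prdx1 depended on the pools used: it was 0.24 to 0.87 with each library left out, the highest without WT clutch 5, -0.31 in clutches 4 to 6 and 1.27 in clutches 7 to 9 (adjusted p = 0.0087, edgeR).
Of the remaining marker lists, none was called by camera. The median L2FC was -0.06 for intestine, -0.53 for erythrocytes, 0.44 for neutrophils, 0.43 for biliary cells, 0.36 for endothelium, 1.70 for endocrine pancreas (2 genes) and 0.46 for muscle. Under fry, neutrophils, biliary cells, endothelium and endocrine pancreas were called.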
